# Methamphetamine-Induced Dopamine-Independent Alterations in Striatal Gene Expression in the 6-Hydroxydopamine Hemiparkinsonian Rats

**DOI:** 10.1371/journal.pone.0015643

**Published:** 2010-12-13

**Authors:** Jean Lud Cadet, Christie Brannock, Irina N. Krasnova, Bruce Ladenheim, Michael T. McCoy, Jenny Chou, Elin Lehrmann, William H. Wood, Kevin G. Becker, Yun Wang

## Abstract

Unilateral injections of 6-hydroxydopamine into the medial forebrain bundle are used extensively as a model of Parkinson's disease. The present experiments sought to identify genes that were affected in the dopamine (DA)–denervated striatum after 6-hydroxydopamine-induced destruction of the nigrostriatal dopaminergic pathway in the rat. We also examined whether a single injection of methamphetamine (METH) (2.5 mg/kg) known to cause changes in gene expression in the normally DA-innervated striatum could still influence striatal gene expression in the absence of DA. Unilateral injections of 6-hydroxydopamine into the medial forebrain bundle resulted in METH-induced rotational behaviors ipsilateral to the lesioned side and total striatal DA depletion on the lesioned side. This injection also caused decrease in striatal serotonin (5-HT) and 5-hydroxyindoleacetic acid (5-HIAA) levels. DA depletion was associated with increases in 5-HIAA/5-HT ratios that were potentiated by the METH injection. Microarray analyses revealed changes (± 1.7-fold, p<0.025) in the expression of 67 genes on the lesioned side in comparison to the intact side of the saline-treated hemiparkinsonian animals. These include follistatin, neuromedin U, and tachykinin 2 which were up-regulated. METH administration caused increases in the expression of *c-fos, Egr1,* and *Nor-1* on the intact side. On the DA-depleted side, METH administration also increased the expression of 61 genes including *Pdgf-d* and *Cox-2*. There were METH-induced changes in 16 genes that were common in the DA-innervated and DA-depleted sides. These include *c-fos* and *Nor-1* which show greater changes on the normal DA side. Thus, the present study documents, for the first time, that METH mediated DA-independent changes in the levels of transcripts of several genes in the DA-denervated striatum. Our results also implicate 5-HT as a potential player in these METH-induced alterations in gene expression because the METH injection also caused significant increases in 5-HIAA/5-HT ratios on the DA-depleted side.

## Introduction

Dysfunctions of basal ganglionic structures are the substrates for Huntington's and Parkinson's diseases [1], [2]. Rats that received unilateral injections of 6-hydroxydopamine (6-OHDA) in the nigrostriatal dopaminergic system are used as a model for Parkinson's disease. These animals exhibit ipsilateral rotations after administration of indirect dopamine (DA) agonists and contralateral rotations after direct DA agonists [3]–[8]. These behaviors are related to unilateral changes in the expression of striatal dopaminergic markers [3]–[5], [9]–[12]. In addition, striatal DA depletion is associated with changes in the expression of mRNA precursors for some neuropeptides including enkephalin, substance P, and dynorphin [13]–[15]. Moreover, injections of direct DA receptor agonists that stimulate postsynaptic DA receptors cause substantial changes in the expression of several genes in the DA-depleted striatum [16]–[20]. However, it is not clear to what extent indirect agonists, such as the amphetamines that release DA and other neurotransmitters [21]–[25] might also influence gene expression in the DA-depleted striatum.

Methamphetamine (METH) is an indirect agonist that induces release of DA and serotonin (5-HT) in the brain [21], [22], [24]–[26]. Repeated injections of large METH doses also cause delayed increases in glutamate release in the striatum [23], [27], [28]. In addition, METH administration influences striatal gene expression in animals with normal dopaminergic innervation [29]–[33]. The METH-induced transcriptional changes depend on stimulation of DA and glutamate receptors [29], [31], [33]. However, the extent to which METH might also induce changes in gene expression in the absence of DA innervation has not been clarified. Studies that have examined the effects of indirect agonists on striatal gene expression in hemiparkinsonian rodents have measured the expression of only a few genes or proteins. For example, repeated injections of amphetamine (5 mg/kg) to rats with unilateral nigral 6-OHDA lesions caused increased striatal dynorphin-like immunoreactivity on the intact but not on the lesioned side [34]. Neither did amphetamine administration induce any changes in met-enkephalin expression on the lesioned side [34]. In contrast, Chritin et al. [35] reported that amphetamine caused up-regulated Fos protein expression on both sides of hemiparkinsonian rats, with the increases being of smaller magnitude on the DA-denervated side.

Given the importance of DA in the mediation of striatal synaptic plasticity and striatum-dependent behaviors, we thought it is likely that DA depletion might be associated with changes in the expression of a larger number of genes than those described so far in intrinsic striatal cells [13]–[15]. The possibility also existed that indirect DA agonists including METH, which causes release of other neurotransmitters such as 5-HT [22], might affect the expression of some genes in a DA-independent fashion. Therefore, the present study was undertaken to analyze global gene expression in the DA-denervated striatum and to quantify striatal METH-induced transcriptional responses after 6-OHDA-induced lesions of the nigrostriatal dopaminergic pathway. Our results show that there are other genes that are affected in the DA-depleted striatum in addition to those previously reported [13]–[15]. We also found that METH administration does indeed cause changes in the expression of several genes in the DA-depleted striatum. Our observations further suggest that METH-induced increased 5-HT turnover might, in part, be responsible for the later changes.

## Methods

### Animals

Male Sprague-Dawley rats (Charles Rivers Laboratories, Raleigh, NC), weighing 270–300 g at the beginning of the experiments were used in the present study. Animals were housed in a humidity- and temperature-controlled room and were given free access to food and water. All animal procedures were performed according to the National Institutes of Health *Guide for the Care and Use of Laboratory Animals* and were approved by the Animal Care and Use Committee of the National Institute on Drug Abuse, Intramural Research Program. The research was conducted under Animal Study Protocol #09-CNRB-25.

### 6-OHDA lesioning

Unilateral lesions were performed under anesthesia with chloral hydrate (400 mg/kg, i.p.). After immobilization on a stereotaxic frame (model 940; David Kopf Instruments), a hole was drilled in the skull for injections of 6-OHDA in the medial forebrain bundle (MFB). 6-OHDA (2 µg/µl ×5 µl in 0.9% NaCl containing 0.2 mg/ml ascorbic acid) was unilaterally injected into the left MFB (−4.4 mm AP, 1.2 mm ML relative to bregma and 8.4 mm below skull) over 4 minutes. At the end of each injection, the micropipette was left in place for an additional 5 min and then withdrawn slowly to prevent reflux of the solution.

### Rotation

Rotational behavior was evaluated using a multichannel rotometer system (RotoMax, AccuScan Instruments, Inc). Contraversive or ipsiversive rotational behaviors were induced by subcutaneous injection of apomorphine (APO) (0.05 mg/kg) on day 24 or (±) METH HCl (2.5 mg/kg, s.c) on day 31, respectively, after the 6-OHDA injection. Each animal was placed in a cylindrical test chamber for 90 min. The highest consecutive clockwise and counter-clockwise rotations over 60 min were used for analysis.

### METH treatment and tissue collection

One week after measuring METH-induced rotation, the animals were divided into two groups based on rotational behavior. The two matched groups of animals were injected with either saline or METH (2.5 mg/kg, i.p.) and then euthanized 2 hours after the injection. Additional control animals that did not get 6-OHDA injections were also used. Their brains were quickly removed, tissues were dissected on ice, snap frozen on dry ice, and stored at −80°C until used in HPLC, microarray, and quantitative PCR (qPCR) experiments. The experimental groups were: saline-treated controls (SC), METH-treated controls (MC), non-lesioned side of saline-treated 6-OHDA-injected rats (SNL), lesioned side of saline-treated 6-OHDA-injected rats (SL), non-lesioned side of METH-treated 6-OHDA-injected animals (MNL), and lesioned side of METH-treated 6-OHDA-injected animals (ML).

### HPLC

For monoamine analysis, the brain regions were homogenized in 0.01 M HClO_4_ and centrifuged at 14, 000× g for 15 min. DA, 3,4-dihydroxyphenylacetic acid (DOPAC), homovanillic acid (HVA), 5-HT and 5-hydroxyindoleacetic acid (5-HIAA) levels were analyzed in the brain tissue extracts using HPLC with electrochemical detector [36], [37].

### RNA extraction, microarray hybridization, and data analysis

Total RNA was isolated using RNeasy Midi kit (Qiagen, Valencia, CA). RNA integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent, Palo Alto, CA) and showed no degradation. Microarray hybridization was carried out using RatRef-12 Expression BeadChips arrays (22, 523 probes) (Illumina Inc., San Diego, CA). In brief, a 600 ng aliquot of total RNA from each striatal sample was amplified using Illumina RNA Amplification kit (Ambion, Austin, TX). Single-stranded RNA (cRNA) was generated and labeled by incorporating biotin-16-UTP (Roche Diagnostics, Indianapolis, IN). 750 ng of each cRNA sample were hybridized to Illumina arrays at 55°C overnight according to the Whole-Genome Gene Expression Protocol for BeadStation (Illumina Inc.). Hybridized biotinylated cRNA was detected with Cyanine3-streptavidin (GE Healthcare, Piscataway, NJ) and quantified using Illumina's BeadStation 500GX Genetic Analysis Systems scanner.

The microarray data reported in the manuscript are in accordance with MIAME guidelines. The raw data for the analyses have been deposited in the NCBI GEO database, series record GSE24233 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE24233). The Illumina BeadStudio software was used to measure fluorescent hybridization signals. Data were extracted by BeadStudio (Illumina) and analyzed using GeneSpring software v. 7.3.1 (Silicon Genetics, Redwood City, CA). Raw data were imported into GeneSpring and normalized using global normalization. The normalized data were used to identify changes in gene expression in the 4 group comparisons: SL vs SNL, ML vs SNL, MNL vs SNL, and ML vs SL. A gene was identified as significantly changed if it showed increased or decreased expression according to an arbitrary cut-off of 1.7-fold changes at p<0.025, according to GeneSpring statistical package (unpaired t-test). In previous studies, genes identified by similar criteria were consistently validated by qPCR [31], [38], [39].

### qPCR

Total RNA extracted from the striatum was used to confirm the expression of genes of interest by qRT-PCR. In brief, unpooled total RNA obtained from 8–12 striata per group was reverse-transcribed with oligo dT primers and RT for PCR kit (Clontech, Palo Alto, CA). PCR experiments were done using the Chroma4 RT-PCR Detection System and iQ SYBR Green Supermix (BioRad, Hercules, CA). Sequences for gene-specific primers corresponding to PCR targets were obtained using LightCycler Probe Design software (Roche). The primers were synthesized and HPLC-purified at the Synthesis and Sequencing Facility of Johns Hopkins University (Baltimore, MD). The primers are listed in Table S1. qPCR values were normalized using light chain of clathrin and quantified. The results are reported as relative changes calculated as the ratios of normalized gene expression data of each group compared to the control group injected with saline (SC).

### Statistical Analysis

Statistical analysis for the HPLC and PCR data was performed using analysis of variance (ANOVA) followed by Fisher's protected least significant difference post-hoc comparison (StatView 4.02, SAS Institute, Cary, NC). Values are shown as means ± SEM. The null hypothesis was rejected at p<0.05.

## Results

### Functional characterization of the unilateral 6-OHDA nigrostriatal lesion

#### Rotation

We assessed the effectiveness of the 6-OHDA lesions by both behavioral and biochemical means. Figure 1 shows the effects of APO and METH on contraversive and ipsiversive rotational behaviors, respectively. We found time-dependent changes in APO-induced turns, which peaked within the first 6 min after injection of the drug (Figure 1A). APO-induced contralateral turns were stable for the first 30 min and then rapidly tapered to being nonexistent by 54 min after drug. METH-induced ipsiversive turns became apparent within the first 12 min after the drug injection and peaked at around 30 min. METH-induced rotations remained prominent for about 1 hour and were still measurable at 90 min after METH injection (Figure 1B).

**Figure 1:**
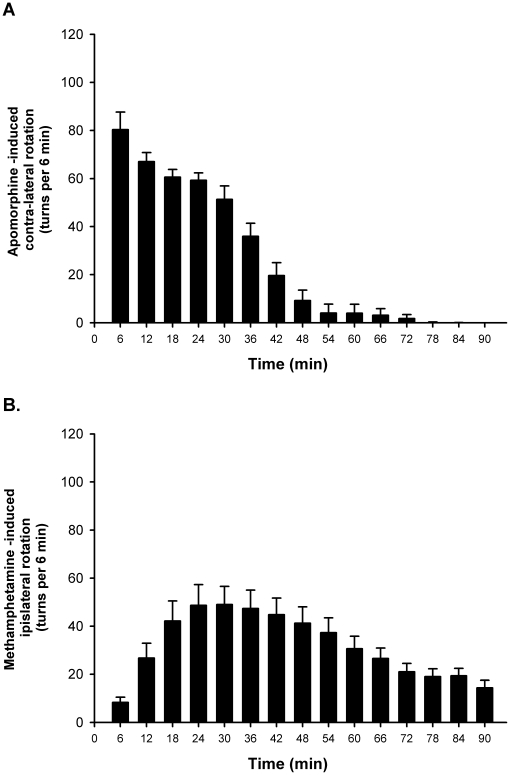
Apomorphine- and methamphetamine-induced rotations in 6-OHDA hemiparkinsonian rats. The animals were injected with 6-OHDA as described in the text. Rotation was measured after injection of apomorphine (APO) (0.05 mg/kg) (A) or methamphetamine (METH) (2.5 mg/kg) (B).

#### Biochemistry

We found no differences in the levels of either DA or its metabolites, DOPAC and HVA on the intact side of hemiparkinsonian rats in comparison to control animals (Table 1). Unilateral injections of 6-OHDA in the MFB caused complete loss of DA, DOPAC, and HVA (Table 1). Injection of METH prior to euthanizing the animals did not affect DA, DOPAC, and HVA levels. METH did not cause any significant changes in DOPAC/DA or HVA/DA ratios in any of the groups (data not shown). Table 1 also shows the effects of unilateral 6-OHDA lesions on 5-HT and 5-HIAA levels as well as 5-HIAA/5-HT ratios in the striatum. We found significant decreases in 5-HT concentrations on the side of the 6-OHDA injections in the saline- (−37%) and in METH-treated (−51%) rats. 5-HIAA levels were also affected on the lesioned side of the saline- (−26.5%) and METH-treated (−26.4%) animals. In addition, injections of METH caused significant increases in 5-HIAA levels in the control group (+33%) and on the intact side of the hemiparkinsonian rats (+24%). We also found increases in 5-HIAA/5-HT ratios on the 6-OHDA-lesioned side of the saline- (+24.4%) and METH-treated animals (+54.7%). The increases in 5-HIAA/5-HT ratios on the DA-depleted side of animals treated with METH were significantly higher than the ratios in all other groups. These findings are consistent with those of other investigators who have reported increases in 5-HIAA/5-HT ratios in animals that had suffered greater than 90% loss of striatal DA [40]. However, the potentiating effects of METH on 5-HIAA/5-HT ratios in the lesioned striatum have not been reported before.

**Table 1:** Effects of 6-OHDA and METH on striatal monoamine levels.

Monoamine	Control rats		Hemiparkinsonian rats			
	Saline	METH	Saline		METH	
	SC	MC	SNL (Contra)	SL (Ipsi)	MNL (Conta)	ML (Ipsi)
DA	100.0±7.9	95.5±13.6	114.9±12.4^b^	0.0±0.0^a^	110.0±12.8^b^	0.0±0.0^a^
DOPAC	100.0±13.6	84.8±12.2	116.0±10.3^b^	0.3±0.3^a^	91.1±13.8^b^	0.0±0.0^a^
HVA	100.0±8.8	113.4±14.9	111.7±10.7^b^	0.0±0.0^a^	113.2±11.5^b^	0.0±0.0^a^
5-HT	100.0±8.0	123.6±13.9	95.3±6.0^b^	62.6±11.5^a^	115.2±12.4^b^	49.1±7.4^a^
5-HIAA	100.0±4.0	133.3±9.2^a^	108.4±3.0^b^	73.4±8.0^a^	124.0±9.3a,b	73.6±7.7^a^
5-HIAA/5-HT	100.0±5.9	109.5±6.9^c^	111.8±5.6^c^	124.4±10.3a,c	107.0±5.4^b^	154.7±11.5^a^

The values represent means ± SEM (percentage changes with respect to the SC group) of 8–10 measurements per group. The groups are as described in the text. Statistical analyses were done by ANOVA followed by PLSD. Key to statistics:

a p<0.05 in comparison to the SC group;

b p<0.05, in comparison to the ipsilateral (Ipsi) side of similarly treated groups;

c p<0.05 in comparison to the 5-HIAA/5-HT ratio in the ML group.

### Dopamine depletion and METH-induced changes in mRNA levels in the striatum

#### Microarray analysis

In order to provide a panoramic view of METH effects on gene expression in the DA-depleted striatum, we used large scale microarray analysis with rat Illumina arrays that contain about 23, 000 genes. 

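Striatal RNA from hemiparkinsonian and control rats was hybridised to Illumina RatRef-12 BeadChips, 1 array per striatum and 31 arrays in all. The hemiparkinsonian rats had received 6-OHDA, a toxin taken up by catecholamine neurons, into the medial forebrain bundle of 1 side (5 µl at 2 µg/µl), and striata were taken 2 h after an injection of saline or of METH at 2.5 mg/kg. Of the saline-treated rats there were 5 arrays of the intact side (SNL) and 6 of the lesioned side (SL), and of the METH-treated rats 6 of the intact side (MNL) and 6 of the lesioned side (ML). Saline-treated (SC) and METH-treated (MC) control rats without a lesion gave 4 arrays each. The lesioned rats, those later given saline included, had been tested with apomorphine on day 24 and METH on day 31 after the lesion. No such tests are given for the control rats. Replicates are named by the striatum number of the deposited labels, which do not say which striata came from 1 rat, so the p-values measure only the spread between these striata. The authors deposited a signal intensity with background subtracted and a detection p-value for each probe, made with BeadStudio without normalization between arrays. Between 8042 and 9451 of the 22519 probes used were detected per array at a detection p under 0.01 (median 8635), and the group medians lay between 8550 in MC and 8643 in SC. The signals were background-corrected with the help of the detection p-values, quantile normalized and log2-transformed with limma, and are reported as log2 intensities. The 9732 probes detected on at least 4 arrays were tested in 1 limma fit of the 6 groups, with p-values adjusted by Benjamini-Hochberg over these probes. Genes were named through the current rat gene table, in which the paper's Tac2 is Tac3, Cox-2 is Ptgs2 and c-fos is Fos. The number of arrays limits the precision.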

Figure 2 shows a Venn diagram of the comparisons between 4 groups of interest: SL vs SNL, ML vs SNL, MNL vs SNL, and ML vs SL. The identity of the affected genes is given in Tables 2, 3, 4, and 5 which list the full names of the genes. The Venn diagram shows 67 genes that were affected in the DA-denervated side in comparison to the intact side (SL vs SNL). Of these, 45 were up-regulated whereas 22 were down-regulated (Table 2). 

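A small group of transcripts was higher on the lesioned side of the saline-treated rats, 3 of them from neuropeptide genes. On the lesioned side 8 probes were higher and 0 were lower than on the intact side at an adjusted p under 0.05 from limma (460 at an unadjusted p under 0.05). They belong to the neuropeptide genes Nmu, Nts and Tac3, to Fst, and to 4 further genes. Of these, Krt17, which encodes a keratin, had a log2 fold change of 2.06 (standard error 0.39, adjusted p = 0.0205). Upb1, an enzyme of pyrimidine breakdown, had a log2 fold change of 1.36 (adjusted p = 0.0267), Shisa8, a protein bound to glutamate receptors, 1.03 (adjusted p = 0.0265, detected on 4 of 5 SNL arrays), and Pmepa1, an inhibitor of TGF-beta signalling, 0.60 (adjusted p = 0.0316). In 24 neuropeptide and processing genes tested as a list, 3 were higher (4 higher and 2 lower when adjusted over the list alone) with a median log2 fold change of 0.13 (camera, adjusted p = 0.00121; adjusted p = 0.122 with an estimated correlation). All 7 markers of direct-pathway medium spiny neurons had negative log2 fold changes with a median of -0.27 (camera, adjusted p = 4.29e-05; adjusted p = 0.122 with an estimated correlation); 0 passed over all probes and 2, Tac1 and Pdyn, which the neuropeptide list also holds, were lower when adjusted over the list alone. Of 12 microglia markers, 11 had positive log2 fold changes with a median of 0.20 (camera, adjusted p = 7.88e-05; 0.189 with an estimated correlation), the largest being Aif1 at 0.51, Trem2 at 0.39 and Ctss at 0.37, and 0 passed singly or when adjusted over the list alone. Of 12 oligodendrocyte and myelin genes, 11 had negative log2 fold changes with a median of -0.27 (camera, adjusted p = 5.56e-05; 0.197 with an estimated correlation), and only Mal, at -0.41, was lower when adjusted over the list alone. The 58 ribosomal protein genes had a median log2 fold change of 0.27 (camera, adjusted p = 2.48e-12; 0.393 with an estimated correlation), positive in 52 of them. The count of 8 was 3 without SNL replicate 19, 4 without SNL replicate 3, 23 or 27 and 5 without SL replicate 28 or 32. It was 3 with all 22519 probes tested or with only these groups in the fit, 4 from the deposited log2 table, 5 without the ML and SL arrays whose values had been moved back to their probes, and 0 by the methods' t-test after Benjamini-Hochberg adjustment. With neighbouring striatum numbers as a block, a pairing that the labels do not state, it was 17, with 16 higher and 1 lower.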

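At the paper's thresholds of 1.7-fold and an unadjusted p under 0.025, 13 probes were higher and 1, that of Tac1, was lower on the lesioned side of the saline-treated rats. Table 2 lists 37 of the changed genes. Of these, 31 have a probe that carries the gene's name here, and 15 were detected on at least 4 arrays and tested. Of these 15, Cd44, on no SL array above detection, has no fold here and 14 had log2 fold changes in the table's direction, 5 of them at an adjusted p under 0.05 from limma (Nmu, Fst, Upb1, Nts and Tac3) and 7 at the paper's thresholds. Among the genes that did not pass were Pkp2, which encodes the junction protein plakophilin 2 (log2 fold change 0.85, adjusted p = 0.143), Amhr2, the receptor of anti-Mullerian hormone (0.60, adjusted p = 0.0516), and P2ry1, an ATP and ADP receptor (-0.69, adjusted p = 0.467). The other 16 genes with a probe were detected on fewer than 4 arrays, and 14 of them on 0 arrays. Without SNL replicate 23 the count at these thresholds was 22 instead of 14. The deposited log2 table gave 25 higher and 6 lower, and the methods' t-test with a floor of 1 gave 75 and 44. Of the genes called on this side, Krt17 had an adjusted p of 0.107, 0.0837 and 0.0606 without SNL replicates 19, 23 and 27, and of 0.0695 and 0.0591 without SL replicates 28 and 32. Without any 1 of 9 of these 11 arrays, all but SL replicates 4 and 12, that of Upb1 lay between 0.0513 and 0.111. For Shisa8 it was 0.123, 0.137, 0.0616 and 0.0604 without SNL replicates 3, 19, 23 and 27, and 0.0931, 0.0828 and 0.0825 without SL replicates 4, 12 and 20. For Pmepa1 it was 0.0698, 0.199, 0.105 and 0.124 without SNL replicates 3, 19, 23 and 27, and 0.117, 0.0957, 0.0784 and 0.0591 without SL replicates 4, 20, 28 and 32.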

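Nmu, which encodes the peptide neuromedin U, showed the largest change on the DA-depleted side of the saline-treated rats among the probes tested. Its mean log2 intensity (probe ILMN_1366174) was 8.72 ± 0.53 (SD, n = 6) in SL and 6.30 ± 0.22 (SD, n = 5) in SNL, a log2 fold change of 2.42 (standard error 0.29, adjusted p = 3.17e-05 from limma). Fst, whose product follistatin binds activins, reached 8.14 ± 0.52 (SD, n = 6) in SL against 6.53 ± 0.26 (SD, n = 5) in SNL, a log2 fold change of 1.61 (standard error 0.23, adjusted p = 0.000511 from limma). Nts, the gene of neurotensin, rose by 1.48 on the log2 scale (standard error 0.26, adjusted p = 0.0104), and Tac3, the gene of neurokinin B, by 1.39 (standard error 0.22, adjusted p = 0.00257). For Nmu, Fst, Nts and Tac3 every SL array lay above every SNL array, as chance alone would give for 0.433% of probes in either direction. Tac1, which encodes the precursor of substance P, had a mean of 10.34 ± 0.54 (SD, n = 6) in SL and 11.35 ± 0.30 (SD, n = 5) in SNL. Its log2 fold change of -1.01 (standard error 0.24) did not pass (adjusted p = 0.182), but it passed with neighbouring striatum numbers as a block. Pdyn, the prodynorphin gene, had a log2 fold change of -0.72 (adjusted p = 0.36), and Penk, the proenkephalin gene, one of 0.54 (adjusted p = 0.678). Ldhc was detected on 0 of 31 arrays and was not tested, and no probe carries the name Stab2 here. The adjusted p of Nts was 0.0624 without SNL replicate 3, 0.0729 without SNL replicate 19 and 0.0625 with all 22519 probes tested, and that of Tac3 was 0.088 with only these groups in the fit.

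**Figure D1:**
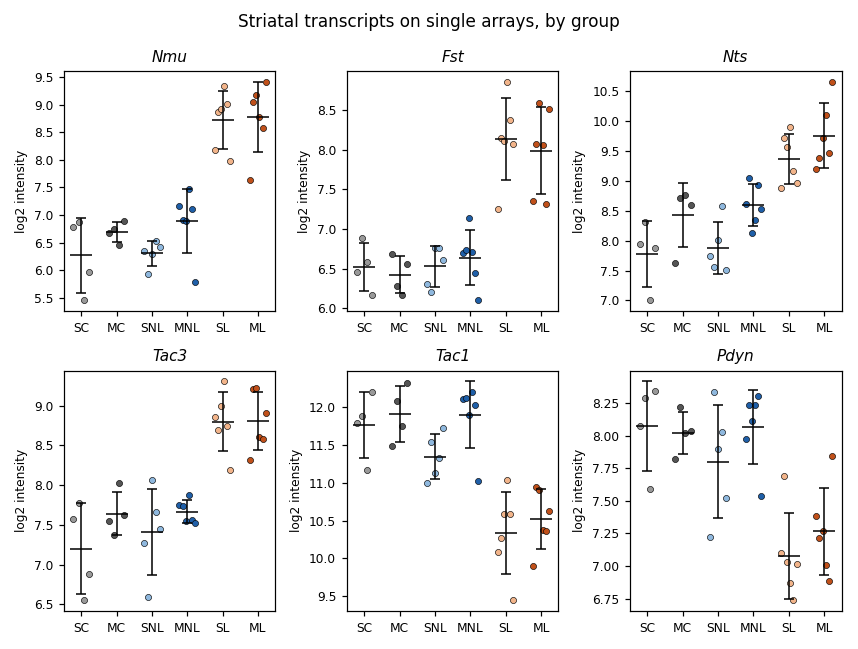
Log2 intensities of Nmu, Fst, Nts, Tac3, Tac1 and Pdyn on each array (points) by group (SC, MC, SNL, MNL, SL, ML), with the group mean and SD (bars). For Nmu the SL arrays average 8.72 and the SNL arrays 6.30.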

Up-regulated genes include *Ldhc, Stab2, Nmu, Fst, Nts,* and *Tac2* whereas down-regulated transcripts included *Tac1* (Table 2). 

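METH raised a set of activity-regulated transcripts on the intact side of the hemiparkinsonian rats. There, 11 probes were higher and 0 lower in MNL than in SNL at an adjusted p under 0.05 from limma (507 at an unadjusted p under 0.05). They measure 7 transcription factor genes (Fos, Junb, Egr1, Egr2, Egr4, Nr4a3 and Klf10), the synaptic gene Arc, Rasl11a, Pard6a and a probe with no gene name here. Arc, whose mRNA moves to active synapses, had a log2 fold change of 1.55 (standard error 0.27, adjusted p = 0.00521), Klf10, a TGF-beta-inducible repressor, 1.01 (standard error 0.17, adjusted p = 0.00315), and Rasl11a, a small GTPase of the Ras family, 0.86 (standard error 0.15, adjusted p = 0.00521). Pard6a, a cell polarity gene, had a log2 fold change of 0.59 (adjusted p = 0.0466). Of 22 other activity-regulated genes, listed before the data were examined and not named in the paper, 1 was higher (10 when adjusted over the list alone) and 20 had positive log2 fold changes, with a median of 0.25 (camera, adjusted p = 9.72e-13; 0.000383 with an estimated correlation). Besides Arc, the largest were Gadd45g at 0.81, Per1 at 0.72, Klf4 at 0.60 and Nfil3 at 0.60, which passed over the list alone. Neuropeptide genes had a median of 0.17 (camera, adjusted p = 0.00295; 0.067 with an estimated correlation), with 0 of 24 past the test. Oligodendrocyte genes had a median of -0.20 (camera, adjusted p = 0.0014; 0.455 with an estimated correlation) and ribosomal protein genes of 0.24 (camera, adjusted p = 5.65e-11; 0.512 with an estimated correlation). At 1.7-fold and an unadjusted p under 0.025, 15 probes were higher and 5 lower, the latter Gatm, RT1-Da, Abcg2, Trak2 and a probe with no gene name, given here after their values were seen. The methods' t-test with a floor of 1 gave 77 and 45. Table 3 lists 39 genes; 33 have a probe named here, 17 were tested, 16 with a measured fold all had the table's direction and 8 passed limma's test (9 at 1.7-fold), while 14 were detected on 0 arrays. The count of 20 was 13 without MNL replicate 25b or SNL replicate 19, and the count of 11 was 0 or 1 by the methods' t-test after Benjamini-Hochberg adjustment and 7 among probes detected on every array. Without any 1 of 10 of the 11 arrays, all but MNL replicate 29, the adjusted p of Pard6a lay between 0.0532 and 0.286; it was 0.0898 with all 22519 probes tested and 0.0721 with median scaling, and with only these groups in the fit that of Rasl11a was 0.0965.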

METH injection caused changes in the expression of 86 genes in the intact side (MNL) in comparison to the SNL side (Table 3). 

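Transcription factors that neurons induce within minutes to hours of activity made up most of the probes that METH raised on the intact side past the adjusted threshold. Egr2 rose from a mean log2 intensity of 7.81 ± 0.45 (SD, n = 5) in SNL to 9.80 ± 0.41 (SD, n = 6) in MNL, a log2 fold change of 2.00 (standard error 0.26, adjusted p = 9.35e-05 from limma). Its relative Egr4 rose by 1.83 on the log2 scale (standard error 0.25, adjusted p = 9.35e-05). Nr4a3, an orphan nuclear receptor, rose by 1.83 (standard error 0.29, adjusted p = 0.00132). Fos, a subunit of the AP-1 complex, rose by 1.45 (standard error 0.19, adjusted p = 9.35e-05); it was detected on 1 of 5 SNL and 6 of 6 MNL arrays. Junb, another AP-1 subunit, rose by 1.25 (standard error 0.20, adjusted p = 0.00132), from 7.85 ± 0.40 (SD, n = 5) to 9.10 ± 0.30 (SD, n = 6). Egr1 rose by 0.99 (standard error 0.18, adjusted p = 0.00762), with an adjusted p of 0.0647 without SNL replicate 11 and 0.0516 without SNL replicate 23. For these 6 genes every MNL array lay above every SNL array. Jun (log2 fold change 0.11) and Nr4a2 (-0.53) did not pass, and Egr3 and Nr4a1 were detected on 0 of 31 arrays. Of the transcription factors that the study measured by qPCR (Table 6), 7 were tested here and 5 were higher (5 also when adjusted over the list alone), with a median log2 fold change of 1.25 (camera, adjusted p = 2.12e-17; 0.000383 with an estimated correlation); the study chose this list, so it is not independent evidence.

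**Figure D2:**
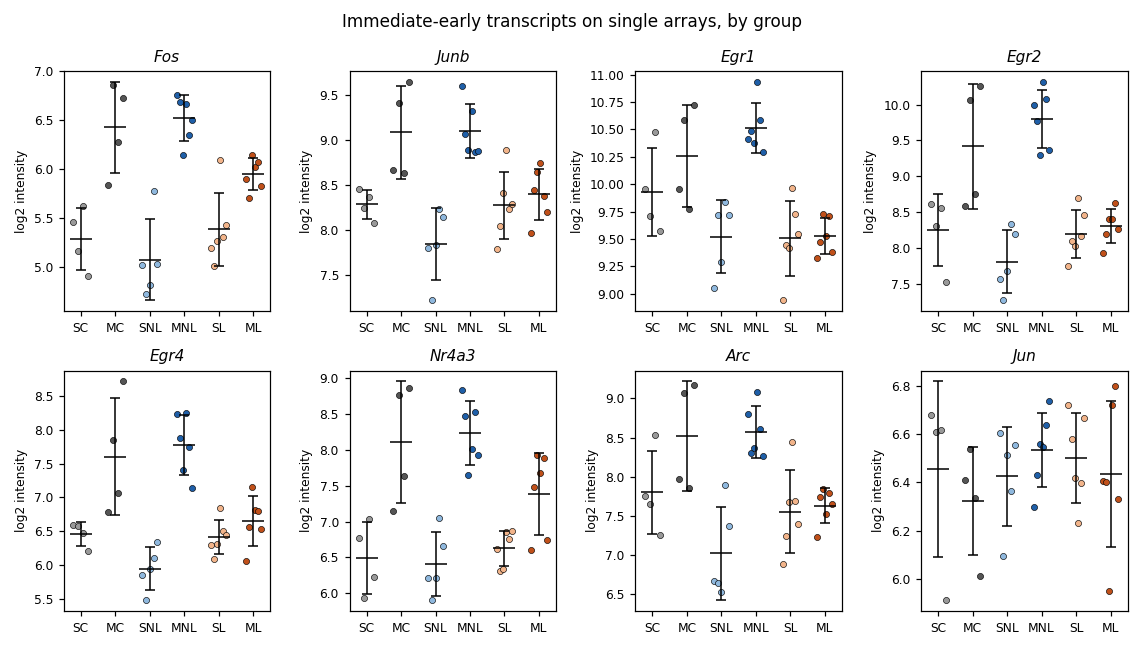
Log2 intensities of Fos, Junb, Egr1, Egr2, Egr4, Nr4a3, Arc and Jun on each array (points) by group (SC, MC, SNL, MNL, SL, ML), with the group mean and SD (bars). For Egr2 the MNL arrays average 9.80 and the SNL arrays 7.81.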

Genes of interest that were up-regulated include transcription factors *c-fos, Junb, Egr2,* and *Nr4a3 (Nor-1)*. METH administration caused alterations in mRNA levels for 98 genes on the lesioned side in comparison to the SNL side (ML vs SNL) (Table 4). These include 61 up-regulated and 37 down-regulated genes, with only 16 of these genes being also affected in the MNL vs SNL comparison (Tables 3 and 4). 

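The lesioned side of METH-treated rats differed from the intact side of saline-treated rats mainly in the genes raised by the lesion. Here 9 probes were higher and 0 lower in ML than in SNL at an adjusted p under 0.05 from limma (440 at an unadjusted p under 0.05): those of Nmu, Krt17, Nts, Fst, Upb1, Tac3, Ptgs2, Pkp2 and Cflar. Nmu had a log2 fold change of 2.47 (standard error 0.29, adjusted p = 1.96e-05) and Nts of 1.87 (standard error 0.26, adjusted p = 0.000352). Fst rose by 1.46 (adjusted p = 0.00173), Tac3 by 1.40 (adjusted p = 0.00173), Krt17 by 1.91 (adjusted p = 0.0321) and Upb1 by 1.42 (adjusted p = 0.0134). Pkp2 rose by 1.14 (standard error 0.20, adjusted p = 0.00366) and was detected on 3 of 5 SNL arrays, and Cflar, an inhibitor of caspase-8, rose by 1.05 (standard error 0.18, adjusted p = 0.00366). Inhba, the gene of the activin A subunit, had a log2 fold change of 0.90 (adjusted p = 0.0774; detected on 2 of 5 SNL arrays) and Penk one of 0.71 (adjusted p = 0.0774), and neither passed. Neuropeptide genes had 3 of 24 higher (4 higher and 2 lower when adjusted over the list alone) and a median of 0.14 (camera, adjusted p = 0.000168; 0.0367 with an estimated correlation). Of 13 genes of activin signalling 1, Fst, was higher (2 over the list alone), with a median of 0.04 (camera, adjusted p = 0.0146; 0.129 with an estimated correlation). Lists called only with the preset correlation were activity-regulated genes (median 0.14; adjusted p = 0.000168, and 0.0958 with an estimated correlation), microglia markers (0.20; 0.00289, and 0.249), direct-pathway markers (-0.19; 0.00583, and 0.249), oligodendrocyte genes (-0.17; 0.00237, and 0.274) and ribosomal protein genes (0.27; 1.81e-14, and 0.249). Without ML replicate 2 or 18 the count was 6. The adjusted p of Krt17 was 0.119, 0.124, 0.0618 and 0.109 without ML replicates 2, 18, 22 and 30, and 0.0666, 0.164, 0.191 and 0.0841 without SNL replicates 11, 19, 23 and 27. That of Upb1 was 0.0571 without ML replicate 2, 0.061 without ML replicate 18 and 0.0666 without SNL replicate 11. With all 22519 probes tested they were 0.15 and 0.0751, and from the deposited log2 table 0.141 and 0.0667. After Benjamini-Hochberg adjustment the methods' t-test called 0 or 2 probes, depending on its floor.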

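METH on the lesioned side and METH on the intact side, each set against SNL, had no changed probe in common at an adjusted p under 0.05 from limma. Of the 9 probes higher in ML and the 11 higher in MNL, 0 were shared. The 11 probes raised in MNL had a median log2 fold change of 1.25 there and of 0.55 in ML against SNL, where all 11 were positive and 6 had an unadjusted p under 0.05. The 9 probes raised in ML had a median of 1.42 there and of 0.53 in MNL, and all 9 were positive. At 1.7-fold and an unadjusted p under 0.025, 16 probes were higher and 5 lower in ML than in SNL, and 3 of the 21 were shared with MNL: Fos and Nr4a3, both higher, and Abcg2, a transporter gene, lower (-0.91 in ML and -0.89 in MNL). These comparisons share the SNL arrays. With all arrays replaced by random values without group differences, 1 probe was shared in the median and up to 5 in 100 simulations. Independent lists of these sizes would share 0.027. With each comparison given its own SNL arrays, 3 were shared in the median of 20 splits (1 to 6). The count of 3 was 7 without SNL replicate 3 or 27, 6 without SNL replicate 23 or MNL replicate 9, 5 without SNL replicate 11 or MNL replicate 25b, 0 with an offset of 50, 9 without background correction, 13 from the deposited log2 table and 23 and 24 by the methods' t-test with floors of 0.01 and 1. Without SNL replicate 27 the adjusted threshold gave 1. Of 39 genes in Table 4, 36 have a probe named here and 17 were tested. All 17 had log2 fold changes in the table's direction, 7 passed limma's test and 13 passed at 1.7-fold, and 17 others were detected on 0 arrays.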

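Most genes raised on the lesioned side of METH-treated rats were also raised there in saline-treated rats. Of the 9 probes higher in ML and the 8 higher in SL, each against SNL, 6 were shared at an adjusted p under 0.05: Nmu, Krt17, Nts, Fst, Tac3 and Upb1. The 9 probes had a median log2 fold change of 1.39 in SL, and all 9 were positive there. Ptgs2 (0.78), Pkp2 and Cflar (0.72) were past the test in ML alone, but they did not pass in ML against SL (log2 fold changes 0.62, 0.29 and 0.33). Across the 9 probes the median log2 fold change of ML against SL was 0.07, with 1 at an unadjusted p under 0.05 and 0 past limma's test. At 1.7-fold and an unadjusted p under 0.025, 11 probes were shared, Tac1 and Edc4, a gene of mRNA decapping, among them. The SNL arrays enter both comparisons. With all arrays replaced by random values without group differences, 0 probes were shared at an adjusted p under 0.05 in 100 simulations and up to 5 at 1.7-fold. The 0 decides little, since such values give few calls that could be shared. Independent lists would share 0.007 and 0.022, and with each comparison given its own SNL arrays 1 probe (1 to 2) and 10 probes (7 to 12) were shared in the median of 20 splits. The shared count of 6 was 3 without SNL replicate 19, with all 22519 probes tested or with only the compared groups in each fit, and 0 by the methods' t-test after adjustment. The count of 11 was 7 with an offset of 50, and 38 and 37 by the methods' t-test with floors of 0.01 and 1.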

Of the 98 genes affected in the ML vs SNL group, 28 were also found in the SL vs SNL comparison, with their expression, for the most part, not being further affected by the METH administration (Tables 2 and 4). Genes of interest found only in the ML vs SNL comparison were *Syt10* and *Cox-2,* which were up-regulated by the METH injection. 

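Ptgs2, which encodes the prostaglandin-forming enzyme COX-2, was highest on the lesioned side after METH. Its mean log2 intensity (probe ILMN_1349422) was 9.22 ± 0.56 (SD, n = 6) in ML, 8.60 ± 0.41 (SD, n = 6) in SL, 8.58 ± 0.52 (SD, n = 6) in MNL and 7.82 ± 0.52 (SD, n = 5) in SNL. Against SNL the log2 fold change was 1.40 in ML (standard error 0.27, adjusted p = 0.016 from limma), and 5 of 6 ML arrays lay above every SNL array. In MNL it was 0.76 (adjusted p = 0.839), and the difference between MNL and ML did not pass either (-0.64, adjusted p = 0.9999). Ptgs2 was the only member of 6 inflammatory mediators tested to rise in ML (1 also when adjusted over the list alone), and the list as a whole had an adjusted p of 0.308 (camera). Syt10, a synaptotagmin gene, was detected on 2 of 31 arrays and was not tested. The adjusted p of Ptgs2 was 0.0752, 0.061 and 0.0618 without ML replicates 2, 18 and 22, and 0.0874 and 0.15 without SNL replicates 19 and 23. It was 0.0874 with all 22519 probes tested, 0.127 with only these groups in the fit and 0.133 from the deposited log2 table.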

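Nr4a3 encodes an orphan nuclear receptor and is an early response gene. Its mean log2 intensity (probe ILMN_1375922) was 8.24 ± 0.45 (SD, n = 6) in MNL, 7.39 ± 0.58 (SD, n = 6) in ML, 6.63 ± 0.25 (SD, n = 6) in SL and 6.41 ± 0.45 (SD, n = 5) in SNL. ML exceeded SNL by a log2 fold change of 0.98 (standard error 0.29), which passed 1.7-fold at an unadjusted p of 0.00221 but not the adjusted threshold (adjusted p = 0.62 from limma). MNL exceeded ML by 0.85 (standard error 0.28), which did not pass (adjusted p = 0.9998). The qPCR-measured transcription factors as a list had 0 of 7 higher in ML than in SNL (3 when adjusted over the list alone) and a median of 0.50 (camera, adjusted p = 0.000501; 0.158 with an estimated correlation).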

One of the common genes between the two sets of comparisons (MNL vs SNL and ML vs SNL) is *Nr4a3 (Nor-1)* which shows higher expression in the MNL vs SNL group. 

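On the lesioned side, METH changed no probe past the adjusted threshold. Between ML and SL, limma called 0 probes at an adjusted p under 0.05 (185 at an unadjusted p under 0.05), and the smallest adjusted p was 0.9999. After Benjamini-Hochberg adjustment the methods' t-test called 2 probes with signals below 0.01 set to 0.01, and 0 with higher floors. At 1.7-fold and an unadjusted p under 0.025, 0 probes were higher and 5 were lower in ML. These 5, of which Ezh1 and Pafah1b1 are named after their values were seen, were Pafah1b1 (-1.0), Abcg2 (-0.99, standard error 0.32), Aox1, the gene of aldehyde oxidase 1 (-0.97), Ezh1 (-0.80) and Igfbp6, a binding protein of insulin-like growth factors (-0.78, standard error 0.30). Igfbp6 had a mean log2 intensity of 6.41 ± 0.59 (SD, n = 6) in SL and 5.62 ± 0.35 (SD, n = 6) in ML. The largest positive changes among the genes named in the paper were those of Nr4a3 (0.76, standard error 0.28) and Ptgs2 (standard error 0.26), and Klf10 changed by 0.56 (standard error 0.16). None of 23 gene lists tested with camera passed, and 2 of 7 qPCR-measured transcription factors were higher when adjusted over their list alone. Table 5 lists 29 genes, of which 26 have a probe named here. Of these, 21 were detected on 0 arrays and 4 were detected on at least 4 arrays and tested; 3 of these had a measured fold, all in the table's direction, and 2 passed at 1.7-fold. Without ML replicate 26 the count of 5 was 2. By the methods' t-test 68 were higher and 49 lower with a floor of 0.01, and 59 and 46 with a floor of 1.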

When we evaluated gene expression in the ML versus SL group, another set of 55 genes was identified, with 30 being up-regulated and 25 being down-regulated (Table 5). As shown in the Venn diagram, only 5 of these transcripts were also found in the ML vs SNL group. These include *c-fos* and *Hcst* (Tables 4 and 5). 

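Fos was near the detection level of the arrays on the lesioned side of saline-treated rats and above it on that of METH-treated rats. It was detected on 4 of 6 SL arrays, with a mean log2 intensity of 5.38 ± 0.37 (SD, n = 6), and on 6 of 6 ML arrays, with a mean of 5.95 ± 0.16 (SD, n = 6). Its log2 fold change in ML was 0.56 against SL (standard error 0.18, adjusted p = 0.9999 from limma) and 0.87 against SNL (standard error 0.19, adjusted p = 0.0702), so that neither passed. Hcst was detected on 0 of 31 arrays and was not tested. At 1.7-fold and an unadjusted p under 0.025, 3 of the 5 probes changed between ML and SL were also changed between ML and SNL: Abcg2, Aox1 (-1.18 against SNL) and Pafah1b1 (-1.06 against SNL). Both comparisons use the ML arrays. With all arrays replaced by random values without group differences, 1 probe was shared in the median and up to 5 in 100 simulations. Independent lists would share 0.003, and with each comparison given its own ML arrays 0 were shared in the median of 40 splits (0 to 3). The shared count was 1 without ML replicate 26 or with an offset of 50, 6 without background correction, 7 from the deposited log2 table and 11 and 14 by the methods' t-test with floors of 0.01 and 1. At an adjusted p under 0.05 from limma 0 were shared.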

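The intact and lesioned sides of METH-treated rats differed in early response genes and in genes raised by the lesion. Between MNL and ML, 7 probes were higher and 5 lower in MNL at an adjusted p under 0.05 from limma (215 at an unadjusted p under 0.05). Egr2 was higher in MNL by a log2 fold change of 1.5 (standard error 0.25, adjusted p = 0.00408) and Egr1, at 10.52 ± 0.23 (SD, n = 6) in MNL and 9.52 ± 0.17 (SD, n = 6) in ML, by 0.99 (standard error 0.18, adjusted p = 0.00573). Egr4 was higher by 1.12 (adjusted p = 0.0361), Rasl11a by 0.85 (adjusted p = 0.00448; detected on 3 of 6 ML arrays) and Tac1 by 1.38 (standard error 0.23, adjusted p = 0.00408). Junb, with 8.40 ± 0.29 (SD, n = 6) in ML, had a log2 fold change of 0.70 (adjusted p = 0.394) and Fos one of 0.57 (adjusted p = 0.894), and neither passed. Lower in MNL were Nmu (-1.88), Fst (-1.35), Upb1 (-1.25), Tac3 (-1.14) and Shisa8 (-1.08, detected on 2 of 6 MNL arrays), with adjusted p-values between 0.00173 and 0.0288, while Nts (-1.16, adjusted p = 0.0563) did not pass. Among the qPCR-measured transcription factors 2 of 7 were higher (5 when adjusted over the list alone), with a median of 0.70 (camera, adjusted p = 3.42e-17; 0.000442 with an estimated correlation). Other activity-regulated genes had a median of 0.12 (camera, adjusted p = 2.59e-06; 0.0156 with an estimated correlation), with 0 of 22 past the test and 3 when adjusted over the list alone. All 7 direct-pathway markers were positive, with a median of 0.17 and a mean of 0.43 (camera, adjusted p = 1.12e-08; 0.0138 with an estimated correlation), and 1, Tac1, passed (2 when adjusted over the list alone). Lists called only with the preset correlation were 15 genes of medium spiny neuron signalling (median 0.13; adjusted p = 0.0198, and 0.578 with an estimated correlation) and 12 choroid plexus markers (median -0.34, negative in all 12; 0.000165, and 0.533), of which Ttr, at -1.34 with a standard error of 1.15, did not pass. The adjusted p of Upb1 was 0.0906, 0.115 and 0.0895 without MNL replicates 1, 9 and 29, and 0.104, 0.125, 0.104 and 0.0772 without ML replicates 2, 18, 22 and 30. Without any 1 of 9 of these 12 arrays, all but MNL replicates 9 and 21 and ML replicate 2, that of Egr4 lay between 0.0544 and 0.169. With all 22519 probes tested they were 0.145 and 0.157. After Benjamini-Hochberg adjustment the methods' t-test called 0 or 1 probes. With neighbouring striatum numbers as a block, a pairing that the labels do not state, 29 probes were called, that of Junb among them.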

We also compared gene expression between the MNL and ML groups and found that several transcription factors including *c-fos, Egr1, Egr2,* and *Junb* were significantly up-regulated in the MNL group (data not shown, see Table 6 for qPCR validation).

**Figure 2:**
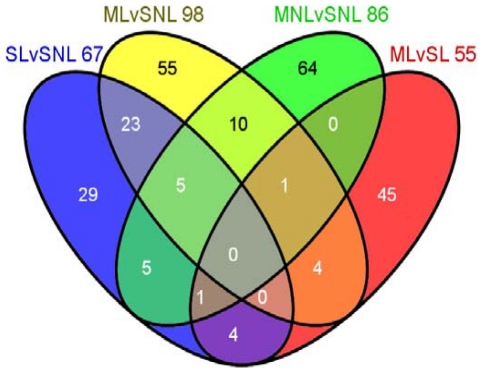
Differential profiles of transcript levels in saline- and METH-treated 6-OHDA-induced hemiparkinsonian rats. The Venn diagram shows the distinctiveness and the overlap of genes identified by the four separate comparisons shown in the figure. The rats were treated and euthanized as described in the text. RNA was extracted from striatal tissues obtained from both sides of the brains of saline- and METH-injected hemiparkinsonian rats. Microarray analyses were performed as described in the text. Genes were identified as differently expressed if they showed greater than ±1.7-fold changes at p<0.025.

**Table 2:** Partial list of genes showing changes in the DA-depleted striatum of hemiparkinsonian rats.

(SL/SNL)		
Fold Changes	Gene Symbol	Description
22.47	Gucy1b2	guanylate cyclase 1, soluble, beta 2
21.85	Igsf7	immunoglobulin superfamily, member 7
16.31	Tyms	thymidylate synthase
13.28	Ldhc	lactate dehydrogenase C
8.63	Stab2	stabilin 2
8.44	Nav2	neuron navigator 2
8.42	Mcpt4	mast cell protease 4
8.13	Bcl9l_predicted	B-cell CLL/lymphoma 9-like
6.41	Nmu	neuromedin U
5.62	Msln	mesothelin
3.86	Pcsk1	proprotein convertase subtilisin/kexin type 1
3.49	Fst	follistatin
3.08	Upb1	ureidopropionase, beta
2.99	Nts_predicted	neurotensin
2.84	Tac2	tachykinin 2
2.71	Plek2_predicted	pleckstrin 2
2.59	Pctp	phosphatidylcholine transfer protein
2.50	Slc26a2	solute carrier family 26 (sulfate transporter), member 2
2.48	Pkp2	plakophilin 2
2.40	Olr35	olfactory receptor 35
2.19	E2f1	E2F transcription factor 1
1.96	Il3ra	interleukin 3 receptor, alpha chain
1.89	Inhba	inhibin beta-A
1.85	Lama5	laminin, alpha 5
1.83	Kif22	kinesin family member 22
1.80	Amhr2	anti-Mullerian hormone type 2 receptor
1.74	Sox11	SRY-box containing gene 11
1.72	Cflar	CASP8 and FADD-like apoptosis regulator
1.71	Fxyd5	FXYD domain-containing ion transport regulator 5
−1.91	Tac1	tachykinin 1
−2.07	Plekhg2_predicted	pleckstrin homology domain containing, family G member 2
−2.89	Cd44	CD44 antigen
−3.08	P2ry1	purinergic receptor P2Y, G-protein coupled 1
−5.06	Il1r2	interleukin 1 receptor, type II
−6.47	Sox5	SRY-box containing gene 5
−7.60	Kcnmb3_predicted	potassium large conductance calcium-activated channel, M beta 3
−12.77	Hoxa1	homeo box A1

This partial list of genes was generated from the SL vs SNL comparison. To be included the genes had to meet the inclusion criteria: ±1.7-fold at p<0.025. The genes are listed in descending order according to fold changes.

**Table 3:** Partial list of METH-induced changes in the levels of gene transcripts on the intact striatum of hemiparkinsonian rats.

(MNL/SNL)		
Fold Changes	Gene Symbol	Description
29.82	Gucy1b2	guanylate cyclase 1, soluble, beta 2
16.61	Kcnf1	potassium voltage-gated channel, subfamily F, member 1
15.06	Stxbp5l_predicted	syntaxin binding protein 5-like
14.05	Gtpbp1_predicted	GTP binding protein 1
11.12	Lrrc21	leucine rich repeat containing 21
8.11	Stab2	stabilin 2
5.99	Ntf3	neurotrophin 3
5.16	c-fos	FBJ murine osteosarcoma viral oncogene homolog
4.68	Egr4	early growth response 4
4.54	Egr2	early growth response 2
4.53	Nr4a3	nuclear receptor subfamily 4, group A, member 3
3.36	Pcsk1	proprotein convertase subtilisin/kexin type 1
2.66	Junb	Jun-B oncogene
2.58	Klf10	Kruppel-like factor 10
2.44	Phlda1	pleckstrin homology-like domain, family A, member 1
2.42	Rasl11a	RAS-like family 11 member A
2.37	Fcgr3	Fc receptor, IgG, low affinity III
2.23	Egr1	early growth response 1
2.06	Ppap2a	phosphatidic acid phosphatase 2a
2.05	Mrgpre	MAS-related GPR, member E
1.95	Vgf	VGF nerve growth factor inducible
1.93	Rasa2	RAS p21 protein activator 2
1.90	Dusp1	dual specificity phosphatase 1
1.83	Dnajb5_predicted	DnaJ (Hsp40) homolog, subfamily B, member 5
1.81	Nts_predicted	neurotensin
1.80	Pgap1	GPI deacylase
1.77	Rem2	rad and gem related GTP binding protein 2
1.73	Rgs2	regulator of G-protein signaling 2
1.71	Snf1lk	SNF1-like kinase
−1.85	Nox4	NADPH oxidase 4
−2.21	V1rk1	vomeronasal 1 receptor, k1
−2.49	Nxt2_predicted	nuclear transport factor 2-like export factor 2
−3.14	Sulf1	sulfatase 1
−7.84	Chrm5	cholinergic receptor, muscarinic 5
−10.88	Syt2	synaptotagmin II
−11.72	Rnf43_predicted	ring finger protein 43
−17.88	Ocil	osteoclast inhibitory lectin
−18.31	Pak4_predicted	p21 (CDKN1A)-activated kinase 4
−19.25	Krt10	keratin 10

The data were generated from the MNL vs SNL comparison. The genes are listed in descending order according to fold changes in comparison to the SNL group.

**Table 4:** Partial list of genes showing METH-induced changes in the DA-depleted striatum.

(ML/SNL)		
Fold Changes	Gene Symbol	Description
14.20	Ung_predicted	uracil-DNA glycosylase
13.08	Kcnf1	potassium voltage-gated channel, subfamily F, member 1
10.21	Mrgprb5	MAS-related G protein-coupled receptor, member B5
8.82	Stab2	stabilin 2
8.11	Stxbp5l_predicted	syntaxin binding protein 5-like
6.70	Nmu	neuromedin U
6.09	Eln	elastin
4.85	Pcsk1	proprotein convertase subtilisin/kexin type 1
3.90	Nts_predicted	neurotensin
3.24	Upb1	ureidopropionase, beta
3.12	Fst	follistatin
3.03	c-fos	FBJ murine osteosarcoma viral oncogene homolog
2.99	Plk1	polo-like kinase 1 (Drosophila)
2.87	Inhba	inhibin beta-A
2.84	Tac2	tachykinin 2
2.79	Ptgs2	prostaglandin-endoperoxide synthase 2
2.29	Phex	phosphate regulating gene homologus to endopeptidases on X chrom
2.23	Nr4a3	nuclear receptor subfamily 4, group A, member 3
2.19	Apbb1ip	amyloid beta precursor protein-binding, B1 interacting protein
2.18	Cflar	CASP8 and FADD-like apoptosis regulator
2.11	Syt10	synaptotagmin X
1.96	Klf10	Kruppel-like factor 10
1.93	Kif22	kinesin family member 22
1.90	Syk	spleen tyrosine kinase
1.87	Egr4	early growth response 4
1.83	Mmp9	matrix metallopeptidase 9
1.73	Penk1	proenkephalin 1
1.72	E2f1	E2F transcription factor 1
−1.71	Tac1	tachykinin 1
−1.73	Top1	topoisomerase (DNA) I
−1.80	Il1r2	interleukin 1 receptor, type II
−1.97	Opn4	opsin 4 (melanopsin)
−2.20	V1rk1	vomeronasal 1 receptor, k1
−2.39	Art5	ADP-ribosyltransferase 5
−2.44	Aox1	aldehyde oxidase 1
−2.63	Dfna5h	deafness, autosomal dominant 5 homolog (human)
−10.37	Prm1	protamine 1
−12.17	Krt10	keratin 10; type I keratin KA10
−16.05	Hcst	hematopoietic cell signal transducer

The partial list was generated from the ML vs SNL comparison. Inclusion criteria are as described in Table 2. The genes are listed in descending order according to fold changes in comparison to expression in the SNL group.

**Table 5:** METH-induced changes in levels of gene transcripts on the lesioned side of hemiparkinsonian rats.

(ML/SL)		
Fold Changes	Gene Symbol	Description
17.49	Olr784	olfactory receptor 784
14.27	Olr597	olfactory receptor 597
13.75	Papd4	PAP associated domain containing 4
11.86	Kirrel2	kin of IRRE like 2 (Drosophila)
11.69	Pdgfd	platelet-derived growth factor, D polypeptide
11.08	Espn	espin
10.37	V1rc1	vomeronasal V1r-type receptor V1rc1
9.72	Cd34	CD34 antigen
8.64	Olr1616	olfactory receptor 1616
7.14	Olr1332	olfactory receptor 1332
6.80	Psd2	pleckstrin and Sec7 domain containing 2
3.96	Fut9	fucosyltransferase 9
3.46	Wnt9b	wingless related MMTV integration site 9B
2.17	Cd44	CD44 antigen
2.02	Ptpns1l3	protein tyrosine phosphatase, non-receptor type substrate 1-like 3
1.97	Mmachc	methylmalonic aciduria cblC type, with homocystinuria
1.87	Synj2bp	synaptojanin 2 binding protein
1.82	c-fos	FBJ murine osteosarcoma viral oncogene homolog
−1.88	Daam2	dishevelled associated activator of morphogenesis 2
−2.07	Igfbp6	insulin-like growth factor binding protein 6
−2.14	Abcg2	ATP-binding cassette, sub-family G (WHITE), member 2
−7.70	Olr630	olfactory receptor 630
−9.16	Zfp697	zinc finger protein 697
−10.50	Msh5	mutS homolog 5 (E. coli)
−11.62	Cubn	cubilin (intrinsic factor-cobalamin receptor)
−12.03	Taar7e	trace-amine-associated receptor 7e
−12.80	V1rc6	vomeronasal V1r-type receptor V1rc6
−14.24	Arl12	ADP-ribosylation factor-like 12
−29.82	Hcst	hematopoietic cell signal transducer

The data were generated from the ML vs SL comparison. The genes are listed in descending order according to fold changes in comparison to expression in the SL group.

**Table 6:** Effects of METH on striatal expression of transcription factors in hemiparkinsonian rats.

Transcription factor	Control rats		Hemiparkinsonian rats			
	Saline	METH	Saline		METH	
	SC	MC	SNL	SL	MNL	ML
c-fos	1.00±0.11	3.26±0.35a,b	0.80±0.19^c^	1.09±0.17^c^	2.74±0.34a,b	1.75±0.24a,d
fos-b	1.00±0.13	2.96±0.43a,b	0.66±0.07^c^	0.86±0.12^c^	3.59±0.59a,b	1.59±0.26^d^
Fra1	1.00±0.12	0.95±0.05	1.20±0.17	0.97±0.17	0.83±0.07	0.98±0.11
Fra2	1.00±0.13	4.56±1.09a,b	0.75±0.09^c^	0.84±0.10^c^	4.19±0.73a,b	1.68±0.25
c-jun	1.00±0.12	1.32±0.14	1.33±0.25	1.29±0.16	1.24±0.17	1.45±0.21
Junb	1.00±0.19	1.70±0.17a,b	0.65±0.12^c^	0.59±0.07	1.58±0.19a,b	1.03±0.15
Jund	1.00±0.12	1.04±0.13b,c	1.37±0.16^c^	1.43±0.16^c^	2.24±0.20^a^	1.88±0.34^a^
Egr1	1.00±0.17	2.09±0.25a,b	0.78±0.08^c^	0.77±0.11^c^	2.08±0.23a,b	0.84±0.12
Egr2	1.00±0.18	3.82±0.60a,b,c	0.61±0.08^c^	0.60±0.09^c^	6.05±1.14a,b	1.08±0.20
Egr3	1.00±0.14	1.61±0.22a,c	0.88±0.08^c^	0.72±0.09^c^	2.18±0.32a,b	1.18±0.18
Nr4a1	1.00±0.20	4.60±0.58a,b	0.68±0.09^c^	2.09±0.30c,d	5.01±0.81a,b	2.26±0.31^d^
Nr4a2	1.00±0.27	1.60±0.51	1.32±0.24	1.59±0.32	1.24±0.36	1.28±0.50
Nr4a3	1.00±0.16	5.30±0.71a,b	1.10±0.19^c^	1.26±0.08^c^	6.28±0.72a,b	2.96±0.87a,d

The values represent means ± SEM (fold changes with respect to the SC group) of 8–10 measurements per group. The groups are as described in the text. Statistical analyses were done by ANOVA followed by PLSD. Key to statistics:

a p<0.05, in comparison to the SC group;

b p<0.05, in comparison to the ML group;

c p<0.05, in comparison to the MNL group;

d p<0.05 in comparison to the SNL group.

#### qPCR

Figure 3 shows the results of the qPCR validation for some of the genes affected on the lesioned side of the hemiparkinsonian rats treated with saline (SL vs SNL comparison). Consistent with the array data, DA depletion was associated with significant decreases (−68% of SC group) in *Tac1* (also called tachykinin 1, preprotachykinin A, substance P) expression on the DA depleted side (SL). The injection of METH did not significantly influence *Tac1* expression on the lesioned side (−50% of SC group). In contrast, the single METH injection caused small increases in normal animals (1.4-fold) and on the intact side (1.3-fold) of the 6-OHDA-treated rats (Figure 3A). In contrast to the effects on *Tac1,* DA depletion resulted in significant increases (2.2-fold) in the expression of *Tac2* (neurokinin B) (Figure 3B). METH administration did not induce any changes in *Tac2* expression in the control animals nor in the intact side of 6-OHDA lesioned animals. METH did not potentiate the effects of 6-OHDA on *Tac2* expression on the lesioned side (compare SL to ML groups in Figure 3B). There were also significant 6-OHDA-induced decreases in *Pdyn* expression in the SL group (Figure 3C). These 6-OHDA-induced changes were not affected by METH. In contrast, METH injection caused increases in *Pdyn* mRNA levels in the control animals and in the intact side of 6-OHDA-injected rats. Striatal DA depletion also induced significant increases (2.86-fold) in *Nts* mRNA levels (Figure 3D). The METH injection caused increases (2.21-fold) in *Nts* mRNA in the control animals (MC group), confirming previous results, which showed that METH induced a dramatic increase in striatal *Nts* mRNA levels [41]. METH injection did not cause further increases in *Nts* expression on the side of the lesion when compared to the saline-treated 6-OHDA-injected animals (compare SL to ML group). Nevertheless, the data for the ML group were significantly higher than those measured for the MC group (Figure 3D). There were also significant DA depletion-induced increases (4.36-fold) in *Nmu* mRNA levels in the 6-OHDA-treated animals (Figure 3E). METH injection did not change *Nmu* expression in the control animals (MC group) nor on the intact side of the lesioned animals. However, METH treatment enhanced the increases (6.04-fold) in *Nmu* expression on the DA- depleted side (compare SL to ML group). The qPCR experiment also replicated the array data for *Fst* expression, which showed significant increases (3.39-fold) on the DA-depleted side of hemiparkinsonian rats (Figure 3F). The METH-treated animals also showed increases (4.78-fold) in the lesioned side, with these changes being significantly higher than those observed in the saline-treated 6-OHDA-lesioned animals. The observations that the small METH dose caused further increases in *Fst* mRNA levels on the lesioned side of 6-OHDA-treated rats suggest that these METH-induced alterations in *Fst* expression might be independent of METH-induced DA release.

**Figure 3:**
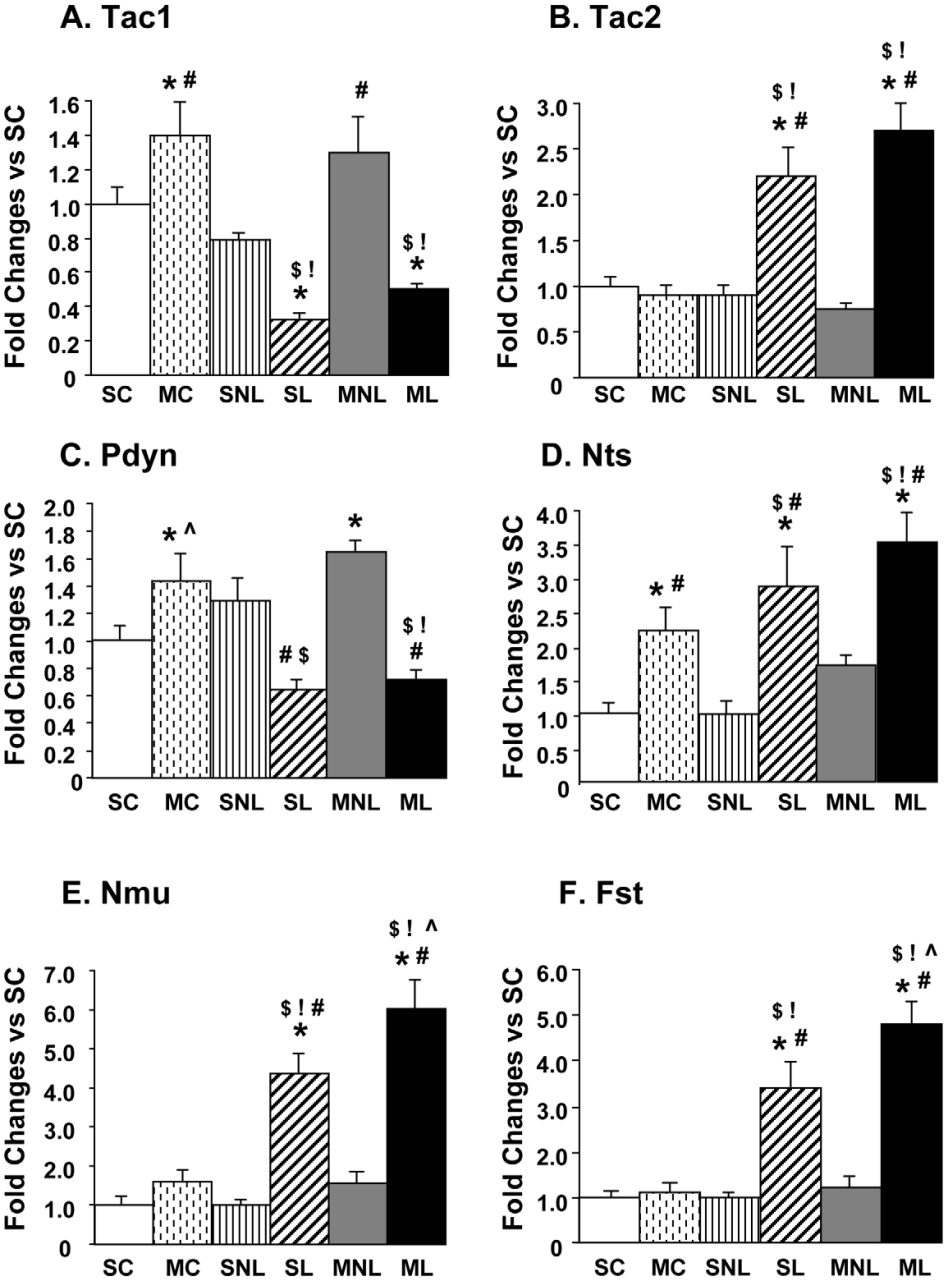
Effects of DA depletion and METH on striatal expression of *Tac1, Tac2, Pdyn, Nts, Nmu* and *Fst*. The values represent means ± SEM (fold changes in comparison to the SC group) of 6–10 measurements. Statistical analyses were done by ANOVA followed by PLSD. Key to statistics: Key to statistics: *p<0.05, in comparison to the SC group; #p<0.05, in comparison to the SNL group; !p<0.05, in comparison to the MC group; 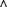
p<0.05, in comparison to the SL group; $p<0.05, in comparison to the MNL group.

Table 6 shows the qPCR validation of the microarray data which identified multiple transcription factors affected on the intact side of the 6-OHDA-treated rats after METH injection (see Table 3). The effects of METH on the expression of immediate-early genes in the normally DA innervated striatum have been the subjects of several reports ([31] and references therein). However, because these studies were conducted in animals with normal neurotransmitter contents, conclusions drawn from these investigations might not help to fully characterize the role of DA and other neurotransmitters in these transcriptional responses. Therefore, for the purpose of thoroughness, we performed qPCR on other genes that fall within similar classes of transcription factors and that had been identified as affected by injections of higher METH doses [30], [31]. Except for *Fra1, c-jun,* and *Nr4a2 (Nurr1),* METH injection caused significant increases in the expression of the other members of these classes of transcription factors. We found that METH caused increases in c-fos mRNA levels on both the intact (2.7-fold) and on the DA-denervated (1.7-fold) side (Table 6). Another gene of interest is *Jund*. METH injection caused similar increases in *Jund* expression on both the intact (2.2-fold) and lesioned (1.9-fold) striata of the hemiparkinsonian rats (Table 6). We found significant increases in the expression of *Nr4a1 (Nur77)* in the denervated striatum in comparison to the intact side (SL vs SNL) of hemiparkinsonian rats. These data are different from the findings of microarray analysis that did not identify *Nr4a1* as being changed in the SL group. These might be related to the somewhat stringent criteria used in the array analysis and/or to the greater sensitivity of qPCR. 

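Nr4a1 encodes the nuclear receptor Nur77, a relative of Nr4a3. Its probe was detected on 0 of 31 arrays, so that the arrays give no value for it in SL or in any other group. Of the other genes of this family, Nr4a3 had a log2 fold change of 0.21 between SL and SNL (standard error 0.29, adjusted p = 0.929 from limma) and Nr4a2 one of -0.14 (standard error 0.46, adjusted p = 0.989).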

The values in the SL group were also comparable to those measured on the lesioned side after METH (ML group) administration, implying that METH did not influence *Nr4a1* expression in the absence of DA.

Other transcription factors of interest are the EGRs [42]. *Egr2* expression was substantially more induced by METH injection in the intact side (6.1-fold) of the hemiparkinsonian rats in comparison to control animals (3.8-fold) (Table 6). Similar differential responses were observed for *Egr3* expression after METH administration to the control and 6-OHDA-injected animals. This is in contrast to the effects of METH on *Egr1* which were almost identical in the control and lesioned rats.

Figure 4 illustrates the expression of some genes that showed METH-induced changes in the DA-depleted striatum. METH injection caused increases in *Inhba* in the intact (2.35-fold) (MNL) and denervated (2.21-fold) (ML) sides of the striatum in hemiparkinsonian rats (Figure 4A). METH injection also induced increases in *Inhba* in the control animals but these changes were of smaller magnitude than the increases in the lesioned animals (compare the MC to the MNL and ML groups). Figure 4B shows the effects of METH on the activin receptor, *Acvr1* [43]. Although not found on the array, we wanted to know if there were changes in this receptor in view of METH-induced changes in *Inhba*. 

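Acvr1 encodes a type I receptor of the activin and bone morphogenetic protein family. A probe on the arrays carries this gene's name (ILMN_1349367) and was detected on 28 of 31 arrays. Its mean log2 intensity was 5.72 ± 0.31 (SD, n = 4) in SC, 5.71 ± 0.28 (SD, n = 4) in MC, 5.56 ± 0.21 (SD, n = 5) in SNL, 5.59 ± 0.28 (SD, n = 6) in MNL, 5.54 ± 0.38 (SD, n = 6) in SL and 5.61 ± 0.31 (SD, n = 6) in ML. Its log2 fold change after METH was -0.02 in control rats (standard error 0.20), 0.03 on the intact side (standard error 0.17) and 0.07 on the lesioned side (standard error 0.17), and none of these passed limma's test. Inhba, whose product forms activin A, was detected on 0 of 4 SC and 2 of 4 MC arrays. The lower bound on its fold in MC was 1.12, a ratio of means without an error, so it does not show a rise. The log2 fold changes of Inhba after METH were 0.51 on the intact side (limma, adjusted p = 0.839) and 0.41 on the lesioned side (adjusted p = 0.9999).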

We found that METH caused significant increases in *Acvr1* mRNA levels in the controls (MC, 1.79-fold), as well as on the intact (MNL, 1.93-fold) and lesioned (ML, 1.79-fold) sides of hemiparkinsonian rats. There were also significant increases (1.57-fold) in *Acvr1* expression in the intact side of saline-injected 6-OHDA-treated rats. The changes in the lesioned side of these animals did not reach statistical significance (1.49-fold, p = 0.06).

**Figure 4:**
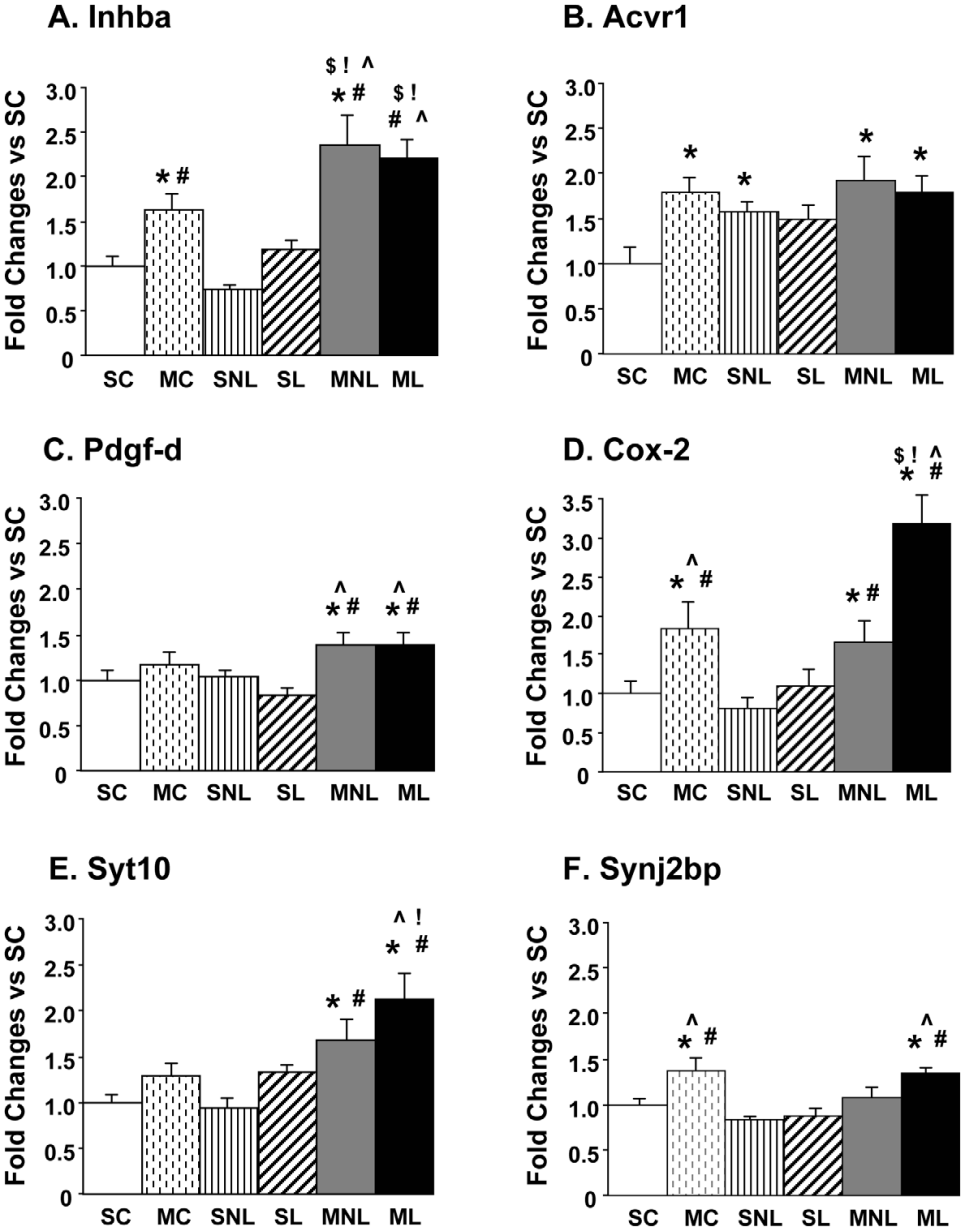
Effects of METH on the expression of *Inhba, Acvr1, Pdgf-d, Cox-2, Syt* and *Synj2bp* in DA-depleted striatum. The values represent means ± SEM (fold changes in comparison to the SC group) of 6–10 measurements. Statistical analyses were done by ANOVA followed by PLSD. Key to statistics: *p<0.05,in comparison to the SC group; #p<0.05, in comparison to the SNL group; !p<0.05, in comparison to the MC group; 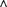
p<0.05, in comparison to the SL group; $p<0.05, in comparison to the MNL group.

We also found significant METH-induced increases in *Pdgf-d* mRNA levels on both the intact (1.39-fold) and denervated (1.39-fold) striatum in comparison to the SC group and the intact (SNL) side of 6-OHDA-treated rats (Figure 4C). There were no significant changes in METH-treated control group (MC) and in 6-OHDA-treated animals injected with saline (SL). There were no significant effects of the 6-OHDA lesion on striatal *Cox-2* expression (Figure 4D). However, METH injection caused increases (MC, 1.83-fold) in the control group, as well as in the intact (MNL, 1.66-fold) and lesioned (ML, 3.19-fold) sides of the hemiparkinsonian rats. The METH-induced increases on the lesioned side (ML) were significantly higher than those observed in the MNL and MC groups (Figure 4D).

We found no significant changes in *Syt10* expression on the side of the lesion in animals treated with saline (Figure 4E). In addition, injection of METH caused no changes in striatum of controls animals (MC group). In contrast, the drug caused significant increases in *Syt10* expression in both the intact (1.68-fold) and DA-denervated (2.13-fold) sides of 6-OHDA-treated rats in comparison to the SC group and to the SNL side of hemiparkinsonian rats. Figure 4F shows that 6-OHDA did not cause any significant changes in the expression of *Synj2bp* in the saline-treated animals (SL). However, METH induced small but significant increases (1.35-fold) in *Synj2bp* in the DA depleted side (ML), but not on the intact side (MNL), of hemiparkinsonian rats. Unexpectedly, METH injection also caused small increases (1.35-fold) in *Synj2bp* in the control animals (MC group).

## Discussion

Injections of 6-OHDA in the MFB caused complete loss of DA and significant decreases in 5-HT content on the lesioned side of the striatum. The 6-OHDA lesion was also associated with METH-induced increases in 5-HIAA/5-HT ratios. 6-OHDA-induced striatal DA depletion resulted in substantial changes in transcript levels on the lesioned side. 

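As lists, the qPCR-measured transcription factors and other activity-regulated genes responded less to METH on the DA-depleted side than on the intact side. The 11 probes higher in MNL than in SNL had a median log2 fold change of 0.12 between ML and SL; 10 were positive there, 3 had an unadjusted p under 0.05 and 0 passed limma's test. The METH effect was larger on the intact side for all 11, which were chosen for their size there. The difference itself (ML minus SL, less MNL minus SNL) had an unadjusted p under 0.05 for 10 of them. The MNL and SNL arrays by which the 11 were chosen also enter this difference, which lowers these p-values. No probe passed the adjusted threshold for the difference (0 from limma, 208 at an unadjusted p under 0.05, smallest adjusted p = 0.141). Rasl11a had a difference of -1.04 (standard error 0.21), Egr2 of -1.89 (standard error 0.37), Egr4 of -1.59 (standard error 0.34) and Arc of -1.48 (standard error 0.38). Egr2 changed by 0.11 between ML and SL, where it was 8.20 ± 0.33 (SD, n = 6) in SL and 8.30 ± 0.24 (SD, n = 6) in ML. Of the 7 qPCR-measured transcription factors tested, a list the study chose, 6 had a negative difference with a median of -0.98 (camera, adjusted p = 7.33e-12; 0.00457 with an estimated correlation), 0 passed singly and 5 were lower when adjusted over the list alone. The exception was Nr4a2 (0.18, standard error 0.63). Other activity-regulated genes had a median difference of -0.14, negative in 17 of 22 (camera, adjusted p = 9.37e-06; 0.0354 with an estimated correlation), with 4 lower when adjusted over the list alone: Arc, Per1 (-0.85), Dusp6 (-0.75) and Ppp1r15a (-0.62). Ribosomal protein genes (median -0.24; adjusted p = 6.02e-07, and 0.663 with an estimated correlation) and oligodendrocyte genes (0.28; 0.000267, and 0.376) were called only with the preset correlation. Over the 9732 probes the METH effects of the sides had a Pearson correlation of 0.208 and a Spearman correlation of 0.095, across genes that are not independent replicates. The number of probes called for the difference was 2 with only the compared groups in the fit, 2 without MNL replicate 21 and 1 without ML replicate 26. It was 8 with neighbouring striatum numbers as a block, a pairing that the labels do not state.

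**Figure D3:**
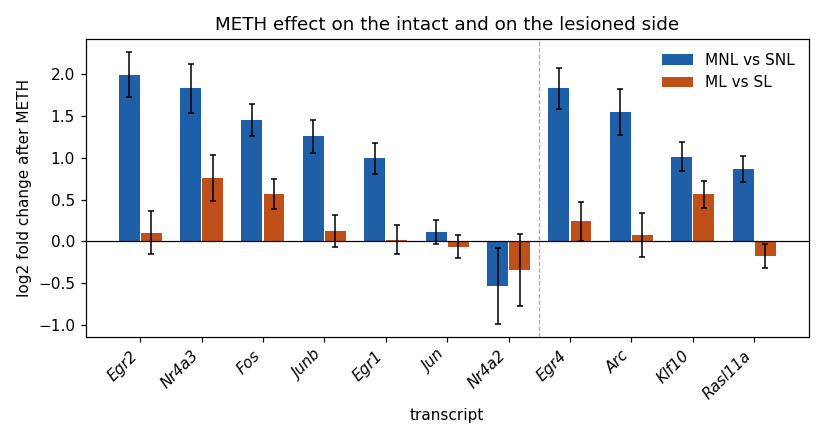
Log2 fold change after METH on the intact side (MNL vs SNL) and the lesioned side (ML vs SL), with standard errors (bars), for the 7 qPCR-measured transcription factors tested (left of the dashed line) and for Egr4, Arc, Klf10 and Rasl11a. Egr2 changed by 2.00 on the intact side and by 0.11 on the lesioned side.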

We also found that METH dose that caused changes in mRNA levels on the intact side elicited alterations in the expression of, mostly, different transcripts on the DA-depleted side. METH injection also failed to impact the expression of several genes whose mRNA levels were modulated by DA depletion in the saline-treated hemiparkinsonian rats.

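METH changed none of the genes raised on the lesioned side of saline-treated rats past limma's threshold. The 8 probes higher in SL than in SNL had a median log2 fold change of 1.44 in SL against SNL and again in ML against SNL, which share the SNL arrays. Between ML and SL their median was -0.02, 4 of the 8 were positive, and 0 had an unadjusted p under 0.05. These probes were chosen for high values in SL, which lowers their change between ML and SL. Nmu, with 8.78 ± 0.63 (SD, n = 6) in ML, changed by 0.06 (standard error 0.28), Tac3 by 0.01 (standard error 0.21), Fst by -0.15 (standard error 0.22) and Nts by 0.39 (standard error 0.25). Tac1, with 10.52 ± 0.40 (SD, n = 6) in ML, changed by 0.19 (standard error 0.23) and Pdyn by 0.19 (standard error 0.18). All of these had an adjusted p of 0.9999 from limma.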

### Effects of unilateral 6-OHDA-induced MFB lesions on striatal gene expression

We found significant increases in the expression of *Nts, Nmu,* and *Tac2* and decreases in *Tac1* expression in the DA-depleted striata of rats treated with saline. These results are consistent with previous reports of lesion-induced increases in *Nmu* [44], *Nts* [45], [46] and *Tac2* [47] as well as decreases in *Tac1* [18], [48]. Interestingly, although METH injection did not further influence the changes observed in *Tac1* and *Tac2* mRNA levels on the DA-depleted side, the drug did cause further increases in *Nmu* expression on the lesioned side, suggesting that *Nmu* expression is regulated by additional neurotransmitters in the absence of DA innervation. The observations that the small dose of METH caused significant increases in *Nts* mRNA levels in the control animals (MC) that were of lesser magnitude than those induced by the drug on the lesioned striatum suggest that METH might enhance *Nts* gene expression in association with or via increased 5-HT release, given that METH caused increased 5-HIAA/5-HT ratios on the 6-OHDA lesioned side. When taken together, our results suggest that the expression of *Tac2, Nmu,* and *Nts* might be under tonic inhibitory control by DA. 

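Between the intact side of saline-treated hemiparkinsonian rats and the striatum of control rats, these peptide transcripts differed by less than their standard errors. Nmu had a mean log2 intensity of 6.27 ± 0.68 (SD, n = 4) in SC, and its log2 fold change between SNL and SC was 0.04 (standard error 0.32, adjusted p = 0.996 from limma). For Tac3, at 7.20 ± 0.57 (SD, n = 4) in SC, the change was 0.21 (standard error 0.25, adjusted p = 0.987), and for Nts, at 7.78 ± 0.55 (SD, n = 4), it was 0.10 (standard error 0.29, adjusted p = 0.993). In control rats METH changed the means by 0.43 for Nmu, 0.44 for Tac3 and 0.64 for Nts, and on the intact side by 0.59, 0.26 and 0.72, and none of these passed (adjusted p between 0.772 and 0.852). Single low arrays enter these means: MC replicate 13 for Nts (7.63, the others 8.59 to 8.76) and MNL replicate 9 for Nmu (5.79, the others 6.90 to 7.48). By qPCR the paper has Nts raised by METH in control rats, and Nmu and Tac2 unchanged there. From its results on these genes as a whole, the paper proposes that the 3 might be under tonic inhibitory control by DA.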

The findings that this dose of METH did not cause any significant increases in *Tac2* and *Nmu* transcripts in the intact striatum suggest a potential DA-mediated floor effect under these conditions. The situation appears more complex for *Nts* mRNA which showed METH-mediated increases in both the presence and absence of DA. Increases in *Nts* mRNA after METH have been reported previously and are thought to be related to stimulation of DA D1 receptors [49]. However, the fact that METH caused greater increases in *Nts* transcript levels on the lesioned side suggests that both DA and 5-HT might be involved in regulating *Nts* transcript levels after injection of METH since methylenedioxymethamphetamine (MDMA) which causes 5-HT release can also increase *Nts* mRNA levels [50]. Other potential regulators of gene expression after 6-OHDA lesions might include changes in glutamatergic functions because hemiparkinsonian rats exhibit increases in extracellular glutamate [51]–[54] and changes in glutamate synapses [52] within the lesioned striatum. It is also possible to suggest the DA depletion-mediated changes in transcript levels might be related to alterations in the levels of *Nur77 (Nr4a1)* [55], the only transcription factor that showed 2-fold increases on the DA-denervated side (see Table 6). Therefore, there might exist a certain correspondence between DA depletion, *Nur77* expression, and up-regulated transcripts of some of the identified genes in the hemiparkinsonian brain.

It is also of interest to discuss the substantial increases in *Nmu* mRNA observed after DA depletion reported in the present study and in a previous microarray paper [44] because NMU is a neuropeptide which is found ubiquitously in the body, with very high levels reported in the gastrointestinal tract and the pituitary gland [56]. NMU was first isolated from porcine spinal cord [57]. Subsequently, NMU was located in the rodent brain and in other tissues [58]–[60]. Using radioimmunoassay, Domin et al. [59] reported high concentrations of NMU in the nucleus accumbens, septum, and hypothalamus but moderate levels in the substantia nigra and the globus pallidus and much lower levels in the striatum. Fujii et al. [61] used RT-PCR and reported that *Nmu* mRNA levels were very high in the pituitary. Other structures such as the medulla oblongata, hypothalamus and striatum showed moderate *Nmu* mRNA levels whereas the cerebral cortex, hippocampus, and the cerebellum had very low levels. NMU has also been reported to participate in several physiological functions including release of corticotrophin releasing hormone, excitation of nociceptive neurons, and regulation of body weight [62], [63]. NMU exerts its physiological effects by stimulation of the NMUR1 [61], [64] and NMUR2 [65] receptors. In the brain, the effects of this peptide might occur through NMUR2 because qPCR analysis failed to detect much *Nmur1* in the brain whereas moderate-to-high levels of *Nmur2* were found in the substantia nigra, the nucleus accumbens, and the striatum [66]. Because *Nmu* mRNA is expressed in the striatum and because its level is substantially regulated after DA depletion [44] and by METH administration (present study), it is possible to suggest that this neuropeptide might play important roles in striatal functions. This idea is supported by the report that intra-cerebroventricular NMU injections cause increased motor activity in rats [66].

The DA depletion-induced increases in *Fst* mRNA levels are consistent with those reported in a recent microarray study [44]. FST, a monomeric glycoprotein which is co-expressed with the activins, irreversibly binds with activins and prevents their interactions with their receptors [67]–[69]. Interestingly, we also found increases in *Inhba* transcript which encodes a subunit of inhibins and activins; both of which are members of a family of polypetides that also include transforming growth factor-beta and bone morphogenic proteins [70], [71]. Activins are disulfide-linked homodimers of INHBA (activin A) and of INHBB (activin B) and can form the heterodimer, activin AB [72]. Activin A is up-regulated in the brain consequent to kainate- [73] and ischemia- [74] induced insults. Because activins are also thought to have neurotrophic properties [75], the METH-induced increases in *Inhba* expression, and by extension of activins (or inhibins), suggest the possibility that this family of proteins might participate in METH-induced neuroplastic changes in the brain [37].

### Effects of METH injections on the expression of transcription factors in the rat striatum

Previous studies have also shown that the expression of several transcription factors is affected by injections of larger doses of METH in normal animals [29]–[31], [76]. These genes are similar to those reported by Berke et al. [16] who had used the DA D1 agonist, SKF38393, to report changes in gene expression mainly on the side of the 6-OHDA-induced DA depletion. In the present study, we used the indirect agonist, METH, which is dependent on DA release to exert its actions on DA receptors [21], [22], [24]–[26]. Interestingly, we found that the METH injection caused increases in *c-fos* mRNA levels on both sides of the hemiparkinsonian rats, with more prominent increases on the intact side (2.7-fold) than on the lesioned (1.75-fold) side (Table 6). The observations of increased *c-fos* mRNA levels on the lesioned side are consistent with previous reports that METH caused increase in c-Fos protein levels in the DA-depleted striatum [77]. Together, these observations suggest that METH-induced changes in *c-fos* mRNA levels might dependent on both DA and non-DA, presumably 5-HT, systems in the rodent striatum [78], [79]. The role of glutamate in these responses needs to be also considered since amphetamine-induced changes in striatal responses involves stimulation of NMDA receptors [80].

As reported above, we found that *Egr2* and *Egr3* transcripts were more induced by the METH injection on the intact side of the lesioned rats than in the control animals, whereas those in *Egr1* mRNA levels were similar in these two METH-treated groups. These results suggest that *Egr2* and *Egr3* transcription might be co-regulated in the rodent striatum in a manner comparable to observations in T cells [81]. The differential responses between the control animals and the hemiparkinsonian rats might be due, in part, to higher levels of baseline DA released in dialysates collected on the intact side of unilaterally 6-OHDA-lesioned rats in comparison to DA levels measured in control animals [24], [82]. Thus, the steady-state increases in DA released in the synaptic cleft of the 6-OHDA-treated animals might cause potentiated transcriptional sensitivity to METH-mediated DA-induced changes in *Egr2* and *Egr3* expression in the intact striatum.

### Differential effects of METH on gene expression between the DA-innervated and -depleted striatum of hemiparkinsonian rats

METH administration also caused substantial changes in the expression of several genes on the DA- depleted side of hemiparkinsonian rats (Figure 4). The *Pdgf-d* transcript is of interest because the PDGF-D protein belongs to a family of trophic factors that are involved in the growth and survival of mesenchymal cells [83], [84]. These factors include PDGF-A, PDGF-B, PDGF-C, and PDGF-D [85]. Although the effects of the PDGF-A and PDGF-B have been studied on diverse cell types of the nervous system [86], [87], little is known about the functions of PDGF-D in the brain. A previous study had found early and prolonged increases in neuronal *Pdgf-a* and *Pdgf-b* mRNA levels on the side ipsilateral to a unilateral 6-OHDA injection in the rat median forebrain bundle [88]. There were also more gradual increases in these transcripts on the contralateral side of the lesion [88]. Those findings differ from our present data because we found increases in *Pdgf-d* mRNA on both sides of the METH-treated hemiparkinsonian rats. Our observations that METH can cause increases in *Pdgf-d* mRNA levels on the lesioned side of hemiparkinsonian rats suggest that the PDGF-D protein might play a role in 5-HT-mediated changes after striatal DA depletion because of METH-induced increases in 5-HT turnover on the lesioned side. Because PDGF proteins act as proliferative factors for glial cells [89], [90], it will be of interest to examine to what extent PDGF-D might participate in METH-induced reactive astrocytosis or microgliosis [91]. Of related interest, we found that METH caused increases in the *Cox-2* transcript on both sides of the brains in hemiparkinsonian rats. These data are consistent with reports by other authors who have previously tabulated METH-induced changes in COX-2 protein expression [92], [93]. These METH-induced increases in COX-2 might be related, in part, to the increases in PDGF-D because *Cox-2* mRNA is induced during activation of microglial cells [94] and because PDGFs are proliferative factors for glial cells [89], [90].

Although we have focused the discussion on the known biochemical effects of METH on neurotransmitter release, it could also be argued that some of the changes in gene expression might be secondary to rotational behaviors, independent of drug effects. This is an important issue because immobilization of animals after apomorphine injection prevented priming responses to the direct DA D1 agonist, SKF38393, thus suggesting movement-mediated induction of these behavioral changes [95]. However, the fact that the pattern of changes in gene expression is similar in the striatum of the METH-treated control rats and the nonlesioned striatal side of the METH-treated hemiparkinsonian rats suggests that the changes in mRNA levels are secondary to drug effects not to intense turning behaviors since control rats exhibited no METH-induced rotation. 

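In control rats, METH moved the genes raised on the intact side of lesioned rats in the same direction. Only for the lesioned rats are earlier tests with apomorphine and METH given. The 11 probes higher in MNL than in SNL had a median log2 fold change of 0.73 between MC and SC; all 11 were positive and 8 had an unadjusted p under 0.05, while 0 passed limma's test. They were chosen for their change on the intact side, which enlarges it there, and the difference between these METH effects had an unadjusted p under 0.05 for 3 of them. Nr4a3 had a log2 fold change of 1.61 in control rats (standard error 0.34, adjusted p = 0.157), Egr2 of 1.17 (adjusted p = 0.453), Fos of 1.14 (standard error 0.22, adjusted p = 0.0764), Egr4 of 1.14 (adjusted p = 0.329) and Junb of 0.80 (adjusted p = 0.769). With 4 arrays in each group, 1 probe was higher and 0 lower at an adjusted p under 0.05 from limma (608 at an unadjusted p under 0.05), and this probe (ILMN_1357605, log2 fold change 1.20) has no gene name here. Without SC replicate 6, 8a or 16 or MC replicate 5, 7 or 14 the count was 0, and without MC replicate 13 it was 4. It was also 0 with all 22519 probes tested, with only these groups in the fit and from the deposited log2 table. Of the 7 qPCR-measured transcription factors, 0 passed (4 when adjusted over the list alone), and their median was 0.80 (camera, adjusted p = 2.01e-06; 0.104 with an estimated correlation). Other activity-regulated genes had a median of 0.12 (adjusted p = 0.00112; 0.193 with an estimated correlation) and ribosomal protein genes of 0.34 (adjusted p = 2.06e-11; 0.448 with an estimated correlation). The METH effect on the intact side less that in control rats was past the adjusted threshold for 0 probes by limma (164 at an unadjusted p under 0.05, smallest adjusted p = 0.9994), and the qPCR-measured transcription factors had a median difference of 0.30 (camera, adjusted p = 0.00774; 0.507 with an estimated correlation). From the likeness of the responses in these groups, the paper proposes that the changes in mRNA levels come from the drug and not from turning.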

The latter argument is consistent with the report that DA D1-induced behavioral responses are dissociated from changes in c-Fos protein expression [96]. This contention is also supported by the fact that administration of the indirect DA agonist, amphetamine, whose actions like those of METH [21]–[25] are also dependent on DA release from nerve terminals, did not cause priming to DA D1 receptor stimulation [96]. Nevertheless, the veracity of this claim will have to await results of time-dependent experiments in which animals are euthanized during the time of peak METH-induced rotation which occurred at around 30–45 min after the METH injection (see Figure 1B). The results of the proposed studies will be need to be contrasted to the present findings which were obtained in animals euthanized at 2 hours after the METH injection at a time when METH-induced rotation had subsided.

### Conclusion

In summary, we have reported that a single injection of a relatively low METH dose that caused substantial changes in gene expression in the intact striatum also triggered alterations in the expression of a different set of genes in the striatum that was completely lacking of DA. Because the 6-OHDA-induced lesion completely depleted dopamine in the striatum, these METH-induced changes on the lesioned are probably not related to disuse-induced supersensitivity of striatal DA receptors because METH is an indirect agonist that depends on intact DA terminals for its action on DA receptors. Thus, these observations implicate DA-independent phenomena in the METH-mediated regulation of these transcripts and point to the possibility that the absence of DA might cause plastic changes that render the striatum differentially responsive to the effects of METH on transcript levels in intrinsic striatal cells. This idea is consistent with the results of some studies that have documented differential physiological responses in the striatum of hemiparkinsonian rats [97]-[99]. It remains to be determined to what extent these changes might serve as substrates for synaptic plasticity observed in the lesioned striatum. Finally, our observations of METH-mediated DA-independent alterations in transcript levels suggest that other molecular pathways should be taken into consideration when discussing therapeutic approaches to METH abusers who show pathological changes, including DA depletion, in their brains.

## Supporting Information

Table S1 **List of rat primers used in quantitative PCR experiments.**
(PDF)

## References

[1] Cardoso F (2009). Huntington disease and other choreas.. Neurol Clin.

[2] Fahn S (2008). The history of dopamine and levodopa in the treatment of Parkinson's disease.. Mov Disord.

[3] Berger K, Przedborski S, Cadet JL (1991). Retrograde degeneration of nigrostriatal neurons induced by intrastriatal 6-hydroxydopamine injection in rats.. Brain Res Bull.

[4] Cadet JL, Zhu SM (1992). The intrastriatal 6-hydroxydopamine model of hemiparkinsonism: quantitative receptor autoradiographic evidence of correlation between circling behavior and presynaptic as well as postsynaptic nigrostriatal markers in the rat.. Brain Res.

[5] Cadet JL, Zhu SM, Angulo JA (1992). Quantitative in situ hybridization evidence for differential regulation of proenkephalin and dopamine D2 receptor mRNA levels in the rat striatum: effects of unilateral intrastriatal injections of 6-hydroxydopamine.. Brain Res Mol Brain Res.

[6] Herrera-Marschitz M, Arbuthnott G, Ungerstedt U (2010). The rotational model and microdialysis: Significance for dopamine signalling, clinical studies, and beyond.. Prog Neurobiol.

[7] Ungerstedt U (1971). Postsynaptic supersensitivity after 6-hydroxy-dopamine induced degeneration of the nigro-striatal dopamine system.. Acta Physiol Scand.

[8] Ungerstedt U, Arbuthnott GW (1970). Quantitative recording of rotational behavior in rats after 6-hydroxy-dopamine lesions of the nigrostriatal dopamine system.. Brain Res.

[9] Altar CA, Marien MR, Marshall JF (1987). Time course of adaptations in dopamine biosynthesis, metabolism, and release following nigrostriatal lesions: implications for behavioral recovery from brain injury.. J Neurochem.

[10] Angulo JA, Coirini H, Ledoux M, Schumacher M (1991). Regulation by dopaminergic neurotransmission of dopamine D2 mRNA and receptor levels in the striatum and nucleus accumbens of the rat.. Brain Res Mol Brain Res.

[11] Chritin M, Feuerstein C, Savasta M (1993). Time-course of changes in striatal levels of DA uptake sites, DA D2 receptor and preproenkephalin mRNAs after nigrostriatal dopaminergic denervation in the rat.. Brain Res Mol Brain Res.

[12] Graham WC, Crossman AR, Woodruff GN (1990). Autoradiographic studies in animal models of hemi-parkinsonism reveal dopamine D2 but not D1 receptor supersensitivity. I. 6-OHDA lesions of ascending mesencephalic dopaminergic pathways in the rat.. Brain Res.

[13] Angulo JA, Davis LG, Burkhart BA, Christoph GR (1986). Reduction of striatal dopaminergic neurotransmission elevates striatal proenkephalin mRNA.. Eur J Pharmacol.

[14] Campbell K, Wictorin K, Bjorklund A (1992). Differential regulation of neuropeptide mRNA expression in intrastriatal striatal transplants by host dopaminergic afferents.. Proc Natl Acad Sci U S A.

[15] Morris BJ, Herz A, Hollt V (1989). Localization of striatal opioid gene expression, and its modulation by the mesostriatal dopamine pathway: an in situ hybridization study.. J Mol Neurosci.

[16] Berke JD, Paletzki RF, Aronson GJ, Hyman SE, Gerfen CR (1998). A complex program of striatal gene expression induced by dopaminergic stimulation.. J Neurosci.

[17] El Atifi-Borel M, Buggia-Prevot V, Platet N, Benabid AL, Berger F (2009). De novo and long-term l-Dopa induce both common and distinct striatal gene profiles in the hemiparkinsonian rat.. Neurobiol Dis.

[18] Gerfen CR, Engber TM, Mahan LC, Susel Z, Chase TN (1990). D1 and D2 dopamine receptor-regulated gene expression of striatonigral and striatopallidal neurons.. Science.

[19] Konradi C, Westin JE, Carta M, Eaton ME, Kuter K (2004). Transcriptome analysis in a rat model of L-DOPA-induced dyskinesia.. Neurobiol Dis.

[20] Paul ML, Graybiel AM, David JC, Robertson HA (1992). D1-like and D2-like dopamine receptors synergistically activate rotation and c-fos expression in the dopamine-depleted striatum in a rat model of Parkinson's disease.. J Neurosci.

[21] Bustamante D, You ZB, Castel MN, Johansson S, Goiny M (2002). Effect of single and repeated methamphetamine treatment on neurotransmitter release in substantia nigra and neostriatum of the rat.. J Neurochem.

[22] Kuczenski R, Segal DS, Cho AK, Melega W (1995). Hippocampus norepinephrine, caudate dopamine and serotonin, and behavioral responses to the stereoisomers of amphetamine and methamphetamine.. J Neurosci.

[23] Stephans SE, Yamamoto BK (1994). Methamphetamine-induced neurotoxicity: roles for glutamate and dopamine efflux.. Synapse.

[24] Zetterstrom T, Herrera-Marschitz M, Ungerstedt U (1986). Simultaneous measurement of dopamine release and rotational behaviour in 6-hydroxydopamine denervated rats using intracerebral dialysis.. Brain Res.

[25] Zetterstrom T, Sharp T, Marsden CA, Ungerstedt U (1983). In vivo measurement of dopamine and its metabolites by intracerebral dialysis: changes after d-amphetamine.. J Neurochem.

[26] Shimada A, Yamaguchi K, Yanagita T (1996). Neurochemical analysis of the psychotoxicity of methamphetamine and cocaine by microdialysis in the rat brain.. Ann N Y Acad Sci.

[27] Abekawa T, Ohmori T, Koyama T (1994). Effects of repeated administration of a high dose of methamphetamine on dopamine and glutamate release in rat striatum and nucleus accumbens.. Brain Res.

[28] Nash JF, Yamamoto BK (1992). Methamphetamine neurotoxicity and striatal glutamate release: comparison to 3,4-methylenedioxymethamphetamine.. Brain Res.

[29] Beauvais G, Jayanthi S, McCoy MT, Ladenheim B, Cadet JL (2010). Differential effects of methamphetamine and SCH23390 on the expression of members of IEG families of transcription factors in the rat striatum.. Brain Res.

[30] Cadet JL, Jayanthi S, McCoy MT, Vawter M, Ladenheim B (2001). Temporal profiling of methamphetamine-induced changes in gene expression in the mouse brain: evidence from cDNA array.. Synapse.

[31] Jayanthi S, McCoy MT, Beauvais G, Ladenheim B, Gilmore K (2009). Methamphetamine induces dopamine D1 receptor-dependent endoplasmic reticulum stress-related molecular events in the rat striatum.. PLoS One.

[32] Wang JQ, McGinty JF (1995). Dose-dependent alteration in zif/268 and preprodynorphin mRNA expression induced by amphetamine or methamphetamine in rat forebrain.. J Pharmacol Exp Ther.

[33] Wang JQ, McGinty JF (1996). Acute methamphetamine-induced zif/268, preprodynorphin, and preproenkephalin mRNA expression in rat striatum depends on activation of NMDA and kainate/AMPA receptors.. Brain Res Bull.

[34] Li SJ, Jiang HK, Stachowiak MS, Hudson PM, Owyang V (1990). Influence of nigrostriatal dopaminergic tone on the biosynthesis of dynorphin and enkephalin in rat striatum.. Brain Res Mol Brain Res.

[35] Chritin M, Blanchard V, Raisman-Vozari R, Feuerstein C, Agid Y (1996). DA uptake sites, D1 and D2 receptors, D2 and preproenkephalin mRNAs and Fos immunoreactivity in rat striatal subregions after partial dopaminergic degeneration.. Eur J Neurosci.

[36] Krasnova IN, Betts ES, Dada A, Jefferson A, Ladenheim B (2007). Neonatal dopamine depletion induces changes in morphogenesis and gene expression in the developing cortex.. Neurotox Res.

[37] Krasnova IN, Justinova Z, Ladenheim B, Jayanthi S, McCoy MT (2010). Methamphetamine self-administration is associated with persistent biochemical alterations in striatal and cortical dopaminergic terminals in the rat.. PLoS One.

[38] Cadet JL, McCoy MT, Cai NS, Krasnova IN, Ladenheim B (2009). Methamphetamine preconditioning alters midbrain transcriptional responses to methamphetamine-induced injury in the rat striatum.. PLoS One.

[39] Krasnova IN, Li SM, Wood WH, McCoy MT, Prabhu VV (2008). Transcriptional responses to reinforcing effects of cocaine in the rat hippocampus and cortex.. Genes Brain Behav.

[40] Karstaedt PJ, Kerasidis H, Pincus JH, Meloni R, Graham J (1994). Unilateral destruction of dopamine pathways increases ipsilateral striatal serotonin turnover in rats.. Exp Neurol.

[41] Adams DH, Hanson GR, Keefe KA (2001). Differential effects of cocaine and methamphetamine on neurotensin/neuromedin N and preprotachykinin messenger RNA expression in unique regions of the striatum.. Neuroscience.

[42] O'Donovan KJ, Tourtellotte WG, Millbrandt J, Baraban JM (1999). The EGR family of transcription-regulatory factors: progress at the interface of molecular and systems neuroscience.. Trends Neurosci.

[43] Cameron VA, Nishimura E, Mathews LS, Lewis KA, Sawchenko PE (1994). Hybridization histochemical localization of activin receptor subtypes in rat brain, pituitary, ovary, and testis.. Endocrinology.

[44] Meurers BH, Dziewczapolski G, Shi T, Bittner A, Kamme F (2009). Dopamine depletion induces distinct compensatory gene expression changes in DARPP-32 signal transduction cascades of striatonigral and striatopallidal neurons.. J Neurosci.

[45] Bean AJ, During MJ, Deutch AY, Roth RH (1989). Effects of dopamine depletion on striatal neurotensin: biochemical and immunohistochemical studies.. J Neurosci.

[46] Hanson GR, Keefe KA (1999). Dopamine D-1 regulation of caudate neurotensin mRNA in the presence or absence of the nigrostriatal dopamine pathway.. Brain Res Mol Brain Res.

[47] Burgunder JM, Young WS (1989). Distribution, projection and dopaminergic regulation of the neurokinin B mRNA-containing neurons of the rat caudate-putamen.. Neuroscience.

[48] Gerfen CR, McGinty JF, Young WS (1991). Dopamine differentially regulates dynorphin, substance P, and enkephalin expression in striatal neurons: in situ hybridization histochemical analysis.. J Neurosci.

[49] Castel MN, Morino P, Dagerlind A, Hokfelt T (1994). Up-regulation of neurotensin mRNA in the rat striatum after acute methamphetamine treatment.. Eur J Neurosci.

[50] Adams DH, Hanson GR, Keefe KA (2005). 3,4-Methylenedioxymethamphetamine increases neuropeptide messenger RNA expression in rat striatum.. Brain Res Mol Brain Res.

[51] Garcia-Arencibia M, Ferraro L, Tanganelli S, Fernandez-Ruiz J (2008). Enhanced striatal glutamate release after the administration of rimonabant to 6-hydroxydopamine-lesioned rats.. Neurosci Lett.

[52] Meshul CK, Emre N, Nakamura CM, Allen C, Donohue MK (1999). Time-dependent changes in striatal glutamate synapses following a 6-hydroxydopamine lesion.. Neuroscience.

[53] Touchon JC, Holmer HK, Moore C, McKee BL, Frederickson J (2005). Apomorphine-induced alterations in striatal and substantia nigra pars reticulata glutamate following unilateral loss of striatal dopamine.. Exp Neurol.

[54] Yang J, Hu LF, Liu X, Zhou F, Ding JH (2006). Effects of iptakalim on extracellular glutamate and dopamine levels in the striatum of unilateral 6-hydroxydopamine-lesioned rats: a microdialysis study.. Life Sci.

[55] Paulsen RF, Granas K, Johnsen H, Rolseth V, Sterri S (1995). Three related brain nuclear receptors, NGFI-B, Nurr1, and NOR-1, as transcriptional activators.. J Mol Neurosci.

[56] Budhiraja S, Chugh A (2009). Neuromedin U: physiology, pharmacology and therapeutic potential.. Fundam Clin Pharmacol.

[57] Minamino N, Kangawa K, Matsuo H (1985). Neuromedin U-8 and U-25: novel uterus stimulating and hypertensive peptides identified in porcine spinal cord.. Biochem Biophys Res Commun.

[58] Conlon JM, Domin J, Thim L, DiMarzo V, Morris HR (1988). Primary structure of neuromedin U from the rat.. J Neurochem.

[59] Domin J, Ghatei MA, Chohan P, Bloom SR (1987). Neuromedin U—a study of its distribution in the rat.. Peptides.

[60] Minamino N, Kangawa K, Honzawa M, Matsuo H (1988). Isolation and structural determination of rat neuromedin U.. Biochem Biophys Res Commun.

[61] Fujii R, Hosoya M, Fukusumi S, Kawamata Y, Habata Y (2000). Identification of neuromedin U as the cognate ligand of the orphan G protein-coupled receptor FM-3.. J Biol Chem.

[62] Malendowicz LK, Nussdorfer GG, Markowska A, Tortorella C, Nowak M (1994). Effects of neuromedin U (NMU)-8 on the rat hypothalamo-pituitary-adrenal axis. Evidence of a direct effect of NMU-8 on the adrenal gland.. Neuropeptides.

[63] Peier A, Kosinski J, Cox-York K, Qian Y, Desai K (2009). The antiobesity effects of centrally administered neuromedin U and neuromedin S are mediated predominantly by the neuromedin U receptor 2 (NMUR2).. Endocrinology.

[64] Howard AD, Wang R, Pong SS, Mellin TN, Strack A (2000). Identification of receptors for neuromedin U and its role in feeding.. Nature.

[65] Shan L, Qiao X, Crona JH, Behan J, Wang S (2000). Identification of a novel neuromedin U receptor subtype expressed in the central nervous system.. J Biol Chem.

[66] Gartlon J, Szekeres P, Pullen M, Sarau HM, Aiyar N (2004). Localisation of NMU1R and NMU2R in human and rat central nervous system and effects of neuromedin-U following central administration in rats.. Psychopharmacology (Berl).

[67] Bilezikjian LM, Blount AL, Corrigan AZ, Leal A, Chen Y (2001). Actions of activins, inhibins and follistatins: implications in anterior pituitary function.. Clin Exp Pharmacol Physiol.

[68] Bilezikjian LM, Blount AL, Leal AM, Donaldson CJ, Fischer WH (2004). Autocrine/paracrine regulation of pituitary function by activin, inhibin and follistatin.. Mol Cell Endocrinol.

[69] Harrison CA, Gray PC, Vale WW, Robertson DM (2005). Antagonists of activin signaling: mechanisms and potential biological applications.. Trends Endocrinol Metab.

[70] Bernard DJ, Chapman SC, Woodruff TK (2001). Mechanisms of inhibin signal transduction.. Recent Prog Horm Res.

[71] Bilezikjian LM, Blount AL, Donaldson CJ, Vale WW (2006). Pituitary actions of ligands of the TGF-beta family: activins and inhibins.. Reproduction.

[72] Xia Y, Schneyer AL (2009). The biology of activin: recent advances in structure, regulation and function.. J Endocrinol.

[73] Tretter YP, Munz B, Hubner G, ten Bruggencate G, Werner S (1996). Strong induction of activin expression after hippocampal lesion.. Neuroreport.

[74] Bottner M, Dubal DB, Rau SW, Suzuki S, Wise PM (2006). Stroke injury in rats causes an increase in activin A gene expression which is unaffected by oestradiol treatment.. J Neuroendocrinol.

[75] Mukerji SS, Katsman EA, Wilber C, Haner NA, Selman WR (2007). Activin is a neuronal survival factor that is rapidly increased after transient cerebral ischemia and hypoxia in mice.. J Cereb Blood Flow Metab.

[76] Thomas DM, Francescutti-Verbeem DM, Liu X, Kuhn DM (2004). Identification of differentially regulated transcripts in mouse striatum following methamphetamine treatment—an oligonucleotide microarray approach.. J Neurochem.

[77] Ishida Y, Todaka K, Kuwahara I, Ishizuka Y, Hashiguchi H (1998). Methamphetamine induces fos expression in the striatum and the substantia nigra pars reticulata in a rat model of Parkinson's disease.. Brain Res.

[78] Gardier AM, Moratalla R, Cuellar B, Sacerdote M, Guibert B (2000). Interaction between the serotoninergic and dopaminergic systems in d-fenfluramine-induced activation of c-fos and jun B genes in rat striatal neurons.. J Neurochem.

[79] Rouillard C, Bovetto S, Gervais J, Richard D (1996). Fenfluramine-induced activation of the immediate-early gene c-fos in the striatum: possible interaction between serotonin and dopamine.. Brain Res Mol Brain Res.

[80] Konradi C, Leveque JC, Hyman SE (1996). Amphetamine and dopamine-induced immediate early gene expression in striatal neurons depends on postsynaptic NMDA receptors and calcium.. J Neurosci.

[81] Collins S, Lutz MA, Zarek PE, Anders RA, Kersh GJ (2008). Opposing regulation of T cell function by Egr-1/NAB2 and Egr-2/Egr-3.. Eur J Immunol.

[82] Zhang WQ, Tilson HA, Nanry KP, Hudson PM, Hong JS (1988). Increased dopamine release from striata of rats after unilateral nigrostriatal bundle damage.. Brain Res.

[83] Bergsten E, Uutela M, Li X, Pietras K, Ostman A (2001). PDGF-D is a specific, protease-activated ligand for the PDGF beta-receptor.. Nat Cell Biol.

[84] Heldin CH, Westermark B (1999). Mechanism of action and in vivo role of platelet-derived growth factor.. Physiol Rev.

[85] Andrae J, Gallini R, Betsholtz C (2008). Role of platelet-derived growth factors in physiology and medicine.. Genes Dev.

[86] Enge M, Wilhelmsson U, Abramsson A, Stakeberg J, Kuhn R (2003). Neuron-specific ablation of PDGF-B is compatible with normal central nervous system development and astroglial response to injury.. Neurochem Res.

[87] Woodruff RH, Fruttiger M, Richardson WD, Franklin RJ (2004). Platelet-derived growth factor regulates oligodendrocyte progenitor numbers in adult CNS and their response following CNS demyelination.. Mol Cell Neurosci.

[88] Funa K, Yamada N, Brodin G, Pietz K, Ahgren A (1996). Enhanced synthesis of platelet-derived growth factor following injury induced by 6-hydroxydopamine in rat brain.. Neuroscience.

[89] Dai C, Celestino JC, Okada Y, Louis DN, Fuller GN (2001). PDGF autocrine stimulation dedifferentiates cultured astrocytes and induces oligodendrogliomas and oligoastrocytomas from neural progenitors and astrocytes in vivo.. Genes Dev.

[90] Sjoborg M, Pietz K, Ahgren A, Yamada N, Lindvall O (1998). Expression of platelet-derived growth factor after intrastriatal ibotenic acid injury.. Exp Brain Res.

[91] Krasnova IN, Cadet JL (2009). Methamphetamine toxicity and messengers of death.. Brain Res Rev.

[92] Kita T, Shimada K, Mastunari Y, Wagner GC, Kubo K (2000). Methamphetamine-induced striatal dopamine neurotoxicity and cyclooxygenase-2 protein expression in BALB/c mice.. Neuropharmacology.

[93] Thomas DM, Kuhn DM (2005). Cyclooxygenase-2 is an obligatory factor in methamphetamine-induced neurotoxicity.. J Pharmacol Exp Ther.

[94] Thomas DM, Francescutti-Verbeem DM, Kuhn DM (2006). Gene expression profile of activated microglia under conditions associated with dopamine neuronal damage.. Faseb J.

[95] Simola N, Di Chiara G, Daniels WM, Schallert T, Morelli M (2009). Priming of rotational behavior by a dopamine receptor agonist in Hemiparkinsonian rats: movement-dependent induction.. Neuroscience.

[96] Paul ML, Currie RW, Robertson HA (1995). Priming of a D1 dopamine receptor behavioural response is dissociated from striatal immediate-early gene activity.. Neuroscience.

[97] Azdad K, Chavez M, Don Bischop P, Wetzelaer P, Marescau B (2009). Homeostatic plasticity of striatal neurons intrinsic excitability following dopamine depletion.. PLoS One.

[98] Centonze D, Gubellini P, Rossi S, Picconi B, Pisani A (2005). Subthalamic nucleus lesion reverses motor abnormalities and striatal glutamatergic overactivity in experimental parkinsonism.. Neuroscience.

[99] Day M, Wang Z, Ding J, An X, Ingham CA (2006). Selective elimination of glutamatergic synapses on striatopallidal neurons in Parkinson disease models.. Nat Neurosci.

# Supplementary material for: Methamphetamine-Induced Dopamine-Independent Alterations in Striatal Gene Expression in the 6-Hydroxydopamine Hemiparkinsonian Rats
**Source:** PLoS One. 2010 Dec 13;5(12):e15643. doi: 10.1371/journal.pone.0015643
**Supplement:** Table S1 — List of rat primers used in quantitative PCR experiments.

Table S1. List of rat primers used in quantitative PCR experiments

Gene Name	Forward	Reverse
Inhba	GCT TCA TGT GGG TAA AGT	CTG CCT TCC TTG GAA ATC
Acvr1	TGG TGA GCA ATG GTA TAG TG	CAG AGA AGT TAA TGT CGG G
Pdgf-d	AAG ATG GTG TGG CCA TA	AGT TGA TCT CTG AGG CT
Cox-2	CCG GGT CTG ATG ATG TA	CTC AGG TGT TGC ACG TA
Syt10	CGA CCG ATC CTA CAT CT	GAG TCA ACT GAT TTC TGC TT
Synj2bp	AGT GCA GAA TGG ACC TA	GAC ACA CTG GAA GAC AAC
Tac1	GGC ATG GTC AGA TCT CTC A	TGA ATA GAT AGT GCG TTA CAG G
Tac2	CCC TGG ACT GCA TCA TAA A	GGA CAC TAC AGA AAC CAT AAT
Pdyn	CTT CAT CCT CCT CTG CTT A	CGG ACA CTG GAT GGA TT
Nts	TTG CAG CCT GAT CAA TAA C	TCC TGA ATT ATC TCC CAG TG
Nmu	CCA CCA GAA CAA GAA CTA C	GAC AGA CGA CAC AAC AT
Fst	CCC TTG TAA AGA AAC GTG	CAC ATT CGT TGC GGT AG
Clathrin,<br>light chain	AAG TAT CCG TAA GTG GAG	GGG GTT AAA GTC ACA CAG

How the deposited data were processed for this re-analysis (not part of the article)

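Gene expression was measured in rat striata with Illumina RatRef-12 BeadChips, 1 array per striatum. The 31 arrays came from 6 groups: the intact side (SNL, 5 arrays) and the lesioned side (SL, 6) of saline-treated 6-OHDA rats, the intact side (MNL, 6) and the lesioned side (ML, 6) of METH-treated 6-OHDA rats, and saline-treated (SC, 4) and METH-treated (MC, 4) control rats. The lesioned rats had been tested with apomorphine on day 24 and with METH on day 31 after the lesion. Conditions were taken from the deposited sample labels and the group names of the paper's methods. The striatum numbers in the labels serve as replicate names; the labels do not say which striata came from 1 rat. No other data of the paper (qPCR, HPLC, behaviour) were analysed here.

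The authors deposited for each probe and array a signal intensity summarised over beads by BeadStudio, with background subtracted and without normalization between arrays. Beside it they deposited a detection p-value, made by BeadStudio against the negative controls of the array. They also deposited a table of log2 values; by comparison with the signals, each value is the log2 of the signal, with signals below 1 set to 1, less a constant of the probe. This held within 0.02 on the log2 scale for all 22519 probes compared in each of 30 arrays, so that the scale of the log2 table is known, and its direction is that of the signal. The constant was the median of the probe over these arrays, within 0.02, for 14299 probes; how it was chosen for the others is not known, and it does not enter differences between arrays. Column medians lay between -0.123 and 0.381 over all probes and between -0.401 and 0.617 over probes detected on every array; the latter were subtracted before the fit to this table. In the column of ML replicate 22 it holds 1 minus the detection p-value, and that column was not used.

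The signals of ML replicate 22 stood 4 rows too high against the probe names and those of SL replicate 32 stood 4 rows too low. Their correlation with the other arrays was 0.163 and 0.169 as deposited and 0.994 and 0.996 after moving them back, with shifts of up to 10 rows tried. The first 4 probes, where the last 2 samples hold the same signals, were left out, so that 22519 of 22523 probes were used.

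Probe names came from the platform annotation with symbols updated through the rat gene table of assembly GRCr8: 13793 probes have 1 symbol, 0 have several and 8730 have none. Of these 13793, 13752 matched by gene ID and 5 by accession, 36 kept the given symbol, and 4 symbols changed. A gene with several probes is reported by the probe with the highest mean signal.

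The signals were corrected for background with neqc in limma, which estimates the background from the detection p-values (normexp, offset 16), followed by quantile normalization and log2. Probes with a detection p under 0.01 on at least 4 arrays were tested (9732 probes, 7088 genes with a symbol). Per array 8042 to 9451 probes were detected, the median signal lay between 7.83 and 12.71, and the lowest detected signal between 15.3 and 27.0; many genes of the tables lie below this level, and the number of arrays limits the precision of the rest. One fit of 6 group means (25 residual and 4.85 prior degrees of freedom) with lmFit and eBayes in limma gave 7 comparisons of groups and 2 differences between METH effects (ML minus SL less MNL minus SNL, and MNL minus SNL less MC minus SC). P-values were adjusted by Benjamini-Hochberg within a comparison, with a threshold of 0.05. The paper's thresholds, 1.7-fold at an unadjusted p under 0.025, were applied to the same fit. A gene detected on 0 arrays of 1 group has only a lower bound on its fold change, from means of the normalized log2 values: the mean of the brighter group over the mean, in the other group, of the higher of each array's lowest detected signal and the probe's own signal. Tools were R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 for the figures.

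Before the data were examined, the comparisons, the alternatives, the gene lists and the rule for naming genes were fixed. The rule names, per comparison, the 10 largest positive and 10 largest negative changes among probes with a symbol and an adjusted p under 0.05, every gene the paper's text or qPCR names, and up to 4 members of a list past the threshold; genes of Tables 2 to 5, whose values in the paper had been seen, could also be named. Gene lists were tested with camera (preset correlation 0.01) and, as alternatives, with an estimated correlation and with fry; p-values were adjusted over the lists within a comparison. Of 24 lists, 23 had at least 3 members tested; a list of dopamine neuron genes did not. The lists were the transcription factors that the study measured by qPCR, other activity-regulated genes, markers of direct-pathway and of indirect-pathway medium spiny neurons, medium spiny neuron signalling genes, neuropeptides, activin signalling, serotonin receptors and transporter, glutamate receptors, markers of astrocytes, microglia, oligodendrocytes, endothelium, choroid plexus, cortical pyramidal neurons and thalamic, septal and pallidal neurons, inflammatory mediators, glucocorticoid-induced genes, heat shock genes, cell cycle genes, olfactory and related receptors, ribosomal proteins and common reference genes.

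On simulated data with the real spread, for the comparison of MNL with SNL over 9732 probes, 58 of 100 probes changed by 0.5 on the log2 scale and 96 of 100 changed by 1 were recovered, with 10 false calls, and an unchanged comparison of SL with SNL gave 0 calls. Overlaps between comparisons that share arrays were set beside 100 simulations of unchanged groups and beside splits of the shared arrays. Group labels were also redrawn, with 100 splits of the arrays per comparison, or all 35 for MC and SC.

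Alternatives were median scaling, no background correction, an offset of 50, no filter, only probes detected on every array, only the compared groups in the fit, eBayes with trend and robust, array weights, neighbouring striatum numbers as a random block, the deposited log2 table, the methods' t-test on signals divided by the array median with floors of 0.01, 1, 10 and 50, and leaving out each array in turn. Added after the data were seen were the columns as deposited, leaving out the 2 moved arrays, and the range of striatum numbers as a block.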

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

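In this part, the test of the ranges of striatum numbers was chosen only after the result was seen.

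The largest folds in Tables 2 to 5 belong to probes below the detection level of the arrays. Of 48 listed genes with a paper fold above 5 and a probe named here, 45 (93.8%) were detected on fewer than 4 arrays, all 45 of them on 0 arrays, against 26 of 65 (40%) of those with a fold under 3. The tables argue against columns that stood off their probes as the source: over 93 genes of Tables 2, 4 and 5 the median absolute log2 difference from the paper's folds was 0.989 with the columns as deposited and 0.003 after moving them; for the 26 genes of Table 5 alone it was 2.15 and 2.05, which decides little. Fluctuation of signals below the detection level may account for these folds; with signals under 0.01 set to 0.01, all 126 genes had the paper's sign, but 5 of the 48 large folds came within 1.5 times. A change of transcripts too rare for these arrays stays open, as no test here reaches below the detection level.

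Arrays with striatum numbers 1 to 12, 13 to 24 and 25 to 32 differ from one another. Within groups 1286 probes differed between the 3 ranges (limma's F-test), against at most 2 in 100 random assignments of the numbers. Between 8730 and 9451 probes were detected on the 12 arrays of the first range (median 9042.5), 8080 to 8579 on the 12 of the second (8290.5) and 8042 to 8717 on the 7 of the third (8635). Processing of the arrays in sets may explain this, but neither the labels nor the paper name such sets, so animals or dissection days that went with the numbers stay open, and no biological explanation was tested. With the range as a block, limma called 9 probes between SL and SNL, 11 between MNL and SNL and 12 between ML and SNL.

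Of 7 immediate-early transcription factors tested, a list the study chose, 6 had a lower METH effect on the lesioned side than on the intact side, where 5 of the 7 rose. As a list their difference of the METH effects had a median of -0.98 (camera's estimated-correlation adjusted p = 0.00457), but 0 of the 7 differences passed singly (5 when adjusted over the list alone), and that of Nr4a2 was 0.18. The number ranges are nearly balanced over the groups compared, so the range as a block could hardly move the median, which was -0.93 with it. Within the 3 ranges, each with 1 or 2 arrays per group, it was -0.89, -0.86 and -0.71. These values argue against differences between the ranges as its source. Whether lower signal on the lesioned-side arrays plays a part cannot be read from the 12 common reference genes (median difference -0.015, from -0.24 to 0.24). Quantile normalization gives all arrays the same distribution before the fit, so a general loss of signal would not appear in these genes. Before normalization the median number of probes detected was 8607 in MNL and 8632.5 in ML, and 8638 in SNL and 8599.5 in SL. The ranges of these groups overlapped, so the counts show no clear loss on the lesioned side. The loss of DA on that side is a candidate explanation that the design names, and it was not separated here from other effects of the lesion. The 22 other activity-regulated genes had a median difference of -0.14 by the same contrast.

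Some arrays stood apart from the others of their group for a named gene; 5 of 174 groups of arrays did so, and chance gives about 1 in 20. MNL replicate 9 had low log2 intensities of Nmu (5.79, the others 6.90 to 7.48), Krt17 (5.00, the others 6.76 to 7.35) and Tac1 (11.03, the others 11.90 to 12.21). Nts was low in MC replicate 13 (7.63, the others 8.59 to 8.76), and Jun in SC replicate 8a (5.91, the others 6.61 to 6.68).

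Several probes past the threshold belong to genes that the paper does not discuss. Krt17 had log2 fold changes of 2.06 between SL and SNL and 1.91 between ML and SNL. Shisa8 had 1.03 between SL and SNL and -1.08 between MNL and ML. Pmepa1 had 0.60 between SL and SNL. Between MNL and SNL, Arc had 1.55, Pard6a 0.59 and the unnamed probe ILMN_1376762, detected on 6 of 31 arrays, 0.77 (adjusted p = 0.00614 from limma). Between MNL and ML the unnamed probes ILMN_1357813 and ILMN_1368895 had 0.67 and 0.44 (adjusted p = 0.0226 and 0.0102). Between MC and SC the unnamed probe ILMN_1357605 had 1.20 (standard error 0.21, adjusted p = 0.0369).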

How the results depend on the processing

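In this part the columns as deposited, the fit without the 2 moved arrays and the range of striatum numbers as a block were chosen only after the data were seen.

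Signal over background limits which probes were tested: all but 9732 of 22519 probes were detected on fewer than 4 arrays and were not tested.

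Of 37 log2 fold changes of named genes past the threshold, 37 stayed past it with an offset of 50 and with the range of striatum numbers as a block, 36 with median scaling and with trend and robust, 35 with array weights, 34 without background correction, 28 of 28 among probes detected on every array, 28 without the 2 moved arrays, 27 from the deposited log2 table, 26 with no filter and 25 with only the compared groups in the fit. With the methods' t-test and with the columns as deposited 0 did, and with the latter Pmepa1 turned between SL and SNL (-0.75). Leaving out 1 array kept 342 of 417. In what follows the cause of a change was not tested, except that no filter adds probes to the adjustment, that fits on fewer arrays hold less information, and that the columns as deposited give the values of 2 arrays to other probes.

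For probes called at an adjusted p under 0.05: with no filter there were 3 between SL and SNL (8 in the fit reported), 0 between MC and SC (1) and 1 between SNL and SC (0). With only the compared groups there were 3 between SL and SNL, 0 between MC and SC and 2 for the difference of the METH effects between the sides (0). Among probes detected on every array there were 7 between MNL and SNL (11). Array weights gave 5 between MC and SC. The deposited log2 table gave 4 between SL and SNL and 0 between MC and SC. Without the 2 moved arrays there were 5 between SL and SNL and 0 between MC and SC, and with the range of striatum numbers as a block 2 between MC and SC. With the methods' t-test after Benjamini-Hochberg adjustment, floors of 0.01, 1, 10 and 50 gave 0, 0, 0 and 0 between SL and SNL, 1, 0, 0 and 0 between MNL and SNL, 2, 0, 0 and 0 between ML and SNL (9), 1, 0, 0 and 0 between MNL and ML (12), and 11, 0, 0 and 0 between MC and SC; the floor of 0.01 gave 2 between ML and SL (0) and 5 between SNL and SC. The columns as deposited gave 0 in each of SL against SNL, MNL against SNL, ML against SNL, MNL against ML and MC against SC.

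The replicate block treats neighbouring striatum numbers of the lesioned rats as a pair and leaves the control arrays unpaired. It gave 17 calls between SL and SNL, 29 between MNL and ML and 2 between MC and SC. For the difference of the METH effects between the sides it gave 8: Egr2 (-1.89), Egr4 (-1.59), Arc (-1.47), Junb (-1.14), Slc25a25 (-1.08), Rasl11a (-1.03), Egr1 (-0.96) and an unnamed probe (-0.56). Of 11 pairs of neighbouring numbers, 10 deviated together with a correlation over 0.1 (-0.07 to 0.71, median 0.38). In 10 the intact-side array correlated better with its neighbour than with any other array of the neighbour's group. Neighbours always lie in the same range of striatum numbers, and the ranges differ, so these correlations do not separate a shared rat from a shared range. The paper's groups take both sides of the lesioned rats, but no label says which numbers share a rat. The pairing by number is thus a hint from the data that not every pair met, so the fit without the block is reported.

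For the paper's thresholds of 1.7-fold and an unadjusted p under 0.025, between SL and SNL (14) there were 24 without background correction, 7 with an offset of 50, 9 among probes detected on every array, 31 from the deposited log2 table, and 115, 119 and 24 by the methods' t-test with floors of 0.01, 1 and 10. Between MNL and SNL (20) there were 8 with an offset of 50, 43 from the log2 table, 152, 122 and 32 with these floors and 8 with the columns as deposited. Between ML and SNL (21) there were 35 without background correction, 12 with an offset of 50, 13 among probes detected on every array, 41 from the log2 table, and 155, 135 and 13 with floors of 0.01, 1 and 50. Between ML and SL (5) there were 3 with an offset of 50, 17 from the log2 table, 117, 105 and 9 with floors of 0.01, 1 and 10, and 182 with the columns as deposited. The log2 table also moved the share of higher probes, with 25 higher and 6 lower between SL and SNL, 26 and 17 between MNL and SNL, 5 and 12 between ML and SL, and 26 and 13 between SNL and SC. The methods' t-test with floors of 0.01 and 1 gave 79 higher and 36 lower and 75 and 44 between SL and SNL, 95 and 57 and 77 and 45 between MNL and SNL, and 91 and 64 and 90 and 45 between ML and SNL. Between ML and SL 2 were higher and 5 lower without background correction and 2 and 4 with array weights, and between SNL and SC 6 and 3 with median scaling and 16 and 5 with array weights.

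Leaving out 1 array gave 3 to 8 calls between SL and SNL (3 without SNL replicate 19, 4 without SNL replicate 3, 23 or 27, 5 without SL replicate 28 or 32), 0 to 4 between MC and SC (0 without SC replicate 6, 8a or 16 or MC replicate 5, 7 or 14, 4 without MC replicate 13), 0 to 1 between SNL and SC (1 without SNL replicate 3) and 0 to 2 for the difference between the sides (2 without MNL replicate 21, 1 without ML replicate 26). At 1.7-fold it gave 10 to 22 between SL and SNL (22 without SNL replicate 23), 13 to 29 between MNL and SNL (13 without MNL replicate 25b or SNL replicate 19) and 2 to 6 between ML and SL (2 without ML replicate 26). It left the other counts of calls within 1.5 times: 9 to 13 between MNL and SNL, 6 to 13 between ML and SNL, 0 between ML and SL, 9 to 14 between MNL and ML and 0 for the difference between the intact side and control rats. Probes called in both ML and SL against SNL (6) numbered 3 without SNL replicate 19, 3 with no filter and with only the compared groups, and 0 with each floor and with the columns as deposited. Probes called in both ML and MNL against SNL (0) numbered 1 with array weights, 1 with the replicate block and 1 without SNL replicate 27.

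Gene lists called by camera with the preset correlation had these adjusted p-values with an estimated correlation and with fry. Between SL and SNL: direct-pathway markers 0.122 and 0.0705, neuropeptides 0.122 and 0.0705, microglia 0.189 and 0.183, oligodendrocytes 0.197 and 0.169, ribosomal proteins 0.393 and 0.409. Between MNL and SNL: neuropeptides 0.067 and 0.0965, oligodendrocytes 0.455 and 0.324, ribosomal proteins 0.512 and 0.53. Between ML and SNL: qPCR-measured transcription factors 0.158 and 0.172, other activity-regulated genes 0.0958 and 0.12, direct-pathway markers 0.249 and 0.236, activin signalling 0.129 and 0.12, microglia 0.249 and 0.244, oligodendrocytes 0.274 and 0.236, ribosomal proteins 0.249 and 0.236. Between MNL and ML: medium spiny neuron signalling 0.578 and 0.801, choroid plexus 0.533 and 0.765, and with fry alone other activity-regulated genes 0.0724 and direct-pathway markers 0.0565. Between MC and SC: activity-regulated genes 0.193 and 0.196, ribosomal proteins 0.448 and 0.454, and with an estimated correlation alone qPCR-measured transcription factors 0.104. Between SNL and SC: ribosomal proteins 0.781 and 0.877. For the difference between the sides: oligodendrocytes 0.376 and 0.556, ribosomal proteins 0.663 and 0.937, and with fry alone activity-regulated genes 0.102. For that between the intact side and control rats: qPCR-measured transcription factors 0.507 and 0.793. Fry asks whether the genes of a list move one way on balance and compares them with no other genes.

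With the columns as deposited, lists lost the call between SL and SNL (direct-pathway markers 0.0532, neuropeptides 0.0625, microglia 0.141, oligodendrocytes 0.0625), MNL and SNL (oligodendrocytes 0.182), ML and SNL (qPCR-measured transcription factors 0.436, direct-pathway markers 0.441, neuropeptides 0.104, activin signalling 0.104, microglia 0.306, oligodendrocytes 0.104), MNL and ML (direct-pathway markers 0.323, medium spiny neuron signalling 0.217, and other activity-regulated genes, which turned, 0.94) and for the difference between the sides (activity-regulated genes 0.475, oligodendrocytes 0.725, ribosomal proteins 0.578). With median scaling, no background correction, an offset of 50, array weights, the deposited log2 table, the range of striatum numbers as a block and without the 2 moved arrays, the medians of called lists kept their sign, except ribosomal proteins between SNL and SC, which turned with array weights (-0.04).

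BeadChip as a block was not run, since the files name no chip.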

Differences from the paper's values

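In this part the columns as deposited, the fit without the 2 moved arrays and the range of striatum numbers as a block were chosen after seeing the values; the other settings were fixed before the data were examined.

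For the thresholds it states, 1.7-fold and an unadjusted p under 0.025, the paper gives 67 genes changed between SL and SNL, 45 higher and 22 lower; here 14 probes were, 13 higher and 1 lower, and every setting fixed before the data were examined left all 3 counts more than 1.5 times apart. The counts here are of probes, and 8730 probes of the array have no gene name, so the units may differ from the paper's genes. Between MNL and SNL the paper gives 86 and the count here was 20; the methods' t-test with a floor of 1 gave 122, within 1.5 times, and the other settings did not come within it. Between ML and SNL the paper gives 98, 61 higher and 37 lower; here 21 were, 16 higher and 5 lower. The methods' t-test with a floor of 1 came within 1.5 times for all 3 (135, 90 and 45) and with a floor of 0.01 for the higher ones (91), and the other settings did not. Between ML and SL the paper gives 55, 30 higher and 25 lower; here 5 were, 0 higher and 5 lower, and no setting came within 1.5 times for any of these. The methods' t-test gave 68 higher and 49 lower with a floor of 0.01, and 59 and 46 with a floor of 1.

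Of the probes changed between ML and SNL, the paper has 16 in common with MNL against SNL, and 3 were here. The deposited log2 table (13) and the methods' t-test with floors of 0.01 (23) and 1 (24) came within 1.5 times. With SL against SNL the paper has 28 in common and 11 were here; the methods' t-test with floors of 0.01 (38) and 1 (37) came within 1.5 times. Between ML against SL and ML against SNL the paper has 5 in common and 3 were here. No background correction (6), neighbouring striatum numbers as a block (4), the deposited log2 table (7), the methods' t-test with a floor of 10 (4) and leaving out ML replicate 10 or 18, SNL replicate 19 or SL replicate 28 or 32 (4 each) came within 1.5 times. The range of striatum numbers as a block gave 4, a setting chosen after seeing the values that drops 2 of the 31 genes of Tables 2 to 5 that pass these thresholds here; of the genes that Tables 4 and 5 share, c-fos is shared neither with it nor without it and Hcst was not tested. For these 3 overlaps the remaining settings stayed more than 1.5 times apart.

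Of 53 entries of Tables 2 to 5 tested here, 3 have no fold, as no array of at least 1 group was above detection: Cd44 between SL and SNL and between ML and SL, and Rasa2 between MNL and SNL. Of the other 50, 45 had a fold within 1.5 times of the paper's or within the error, and 5 did not. Between SL and SNL, P2ry1 was -1.62-fold (the paper's -3.08). Between MNL and SNL, c-fos was 2.73-fold (the paper's 5.16) and Sulf1 -1.43-fold (the paper's -3.14). Between ML and SNL, c-fos was 1.83-fold (the paper's 3.03) and Inhba 1.87-fold (the paper's 2.87). The deposited log2 table and the methods' t-test with floors of 0.01 and 1 bring all 5 within the paper's, and a floor of 10 all but Sulf1. No background correction does so for c-fos in both comparisons and for Inhba. Leaving out an array does so for c-fos between ML and SNL (SNL replicate 27) and for Inhba (ML replicate 10 or 26, or SNL replicate 3 or 27). The other settings do not.

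The paper names Tac1 as lower on the lesioned side. Here its log2 fold change of -1.01 passed the paper's thresholds but missed the adjusted one (adjusted p = 0.182 from limma). Nmu (2.42), Fst (1.61), Nts (1.48) and Tac3 (1.39), which the paper names as higher, were past the adjusted threshold. No probe carries the name of Stab2, also named there. It has c-fos and Junb higher in MNL than in ML on the arrays and, in separate measurements, by qPCR. On the arrays here neither reached 1.7-fold or passed the adjusted threshold (0.57 and 0.70), while Egr1 (0.99) and Egr2 passed it. It has Nr4a3 changed in both ML and MNL against SNL; only the latter passed here (0.98 in ML, adjusted p = 0.62, and 1.83 in MNL), although both pass the paper's thresholds. Its genes Ldhc, Syt10 and Hcst were detected on 0, 2 and 0 arrays, while Ptgs2, named beside Syt10, was past the threshold (1.40). It describes Acvr1 as not found on the array, which can also be read as not among the changed genes. A probe with this name was detected on 28 arrays. From qPCR the paper has Nmu and Fst raised further by METH on the lesioned side. On the arrays they changed by 0.06 and -0.15 between ML and SL.

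Some genes that the paper lists and that did not pass here passed under another setting. With neighbouring striatum numbers as a block these were Pkp2, Amhr2, Sox11, Cflar, Fxyd5 and Tac1 between SL and SNL, Fos, Inhba and Penk between ML and SNL, and Junb between MNL and ML. With median scaling these were Pkp2 and Penk, with array weights Cflar and Penk and, between ML and SNL, Klf10, and with only probes detected on every array Amhr2. The range of striatum numbers as a block, chosen after seeing the values, called Pkp2 and Penk and dropped the 2 of 31 genes given above. Leaving out 1 array did so for Pkp2 (SL replicate 20), Amhr2 (MNL replicates 1, 9, 25b and 29, ML replicate 26, SNL replicate 11 and SC replicates 8a and 16), Dusp1 (SNL replicate 27), Fos (SNL replicate 27, SL replicate 28 and MC replicate 13), Inhba (MNL replicate 1 and ML replicate 26) and Penk (MNL replicate 9, ML replicate 10 and SL replicate 12). No setting called Fos between MNL and ML or Nr4a3 between ML and SNL.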

Other observations

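The tests in this part were set before the results were seen.

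Between the intact side of saline-treated lesioned rats and control rats (SNL against SC), limma called 0 probes at an adjusted p under 0.05 (397 at an unadjusted p under 0.05). By the paper's thresholds of 1.7-fold and an unadjusted p under 0.025, 5 probes were higher and 6 lower. Single arrays move these counts: 42 were higher and 8 lower without SNL replicate 19, 21 and 12 without SC replicate 15, 15 and 8 without SC replicate 16, and 12 and 5 without SC replicate 6. With array weights 16 were higher and 5 lower, and by the methods' t-test 49 and 100 with a floor of 0.01 and 54 and 94 with a floor of 1. The smallest adjusted p was 0.185, that of Qdpr (log2 fold change 0.70), a gene of tetrahydrobiopterin recycling given here after its value was seen. Without SNL replicate 3 the count was 1. Ribosomal protein genes had a median of 0.13, positive in 46 of 58 (camera, adjusted p = 0.00386; adjusted p = 0.781 with an estimated correlation), and with array weights their median turned to -0.04.

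Other splits of the same arrays were tried for each comparison. No other split drawn called as many probes for SL against SNL (8 probes called, at most 3 in any other of 100 splits). The same held for MNL against SNL (11, at most 1), ML against SNL (9, at most 1) and, narrowly, MNL against ML (12, at most 11). For MC against SC another split called as many (1, at most 1 in any other of 35 splits). The 100 splits are a sample and treat the arrays as exchangeable, so they do not exclude chance. Where 0 probes were called, every split calls at least as many, so that the splits decide nothing: ML against SL (at most 0), SNL against SC (at most 1552), the difference of the METH effects between the sides (at most 336) and that between the intact side and control rats (at most 108). The splits of SNL and SC and of the differences that call many probes point to a structure of these arrays other than the groups.

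Of 23 gene lists tested in 9 comparisons with camera, 32 results passed; 8 of these also passed with an estimated correlation and 6 with fry, and 13 lists passed in none. Besides the inflammatory mediators, the smallest adjusted p-values of these lists were 0.0606 for 3 indirect-pathway markers (ML against SNL), 0.399 for 4 serotonin receptor and transporter genes (ML against SNL), 0.27 for 12 glutamate receptors (MNL against SNL), 0.319 for 11 astrocyte markers (ML against SNL), 0.0582 for 6 endothelial markers and 0.331 for 6 cortical pyramidal neuron markers (the METH effect on the intact side less that in control rats), 0.27 for 7 thalamic, septal and pallidal neuron markers (MNL against SNL), 0.0815 for 12 glucocorticoid-induced genes (MNL against ML), 0.125 for 10 heat shock genes (MC against SC), 0.124 for 10 cell cycle genes (SL against SNL), and 0.251 for 9 olfactory and related receptors and 0.235 for 12 common reference genes (ML against SNL).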
